# Cell lineage-specific transcriptome analysis for interpreting cell fate specification of proembryos

**DOI:** 10.1038/s41467-020-15189-w

**Published:** 2020-03-13

**Authors:** Xuemei Zhou, Zhenzhen Liu, Kun Shen, Peng Zhao, Meng-Xiang Sun

**Keywords:** Plant embryogenesis, Seed development

## Abstract

In *Arabidopsis*, a zygote undergoes asymmetrical cell division that establishes the first two distinct cell types of early proembryos, apical and basal cells. However, the genome-wide transcriptional activities that guide divergence of apical and basal cell development remain unknown. Here, we present a comprehensive transcriptome analysis of apical and basal cell lineages, uncovering distinct molecular pathways during cell lineage specification. Selective deletion of inherited transcripts and specific de novo transcription contribute to the establishment of cell lineage-specific pathways for cell fate specification. Embryo-related pathways have been specifically activated in apical cell lineage since 1-cell embryo stage, but quick transcriptome remodeling toward suspensor-specific pathways are found in basal cell lineage. Furthermore, long noncoding RNAs and alternative splicing isoforms may be involved in cell lineage specification. This work also provides a valuable lineage-specific transcriptome resource to elucidate the molecular pathways for divergence of apical and basal cell lineages at genome-wide scale.

## Abstract (web summary)

Asymmetric division of the *Arabidopsis* zygote produces apical and basal cells that mainly develop into embryo and suspensor, respectively. Here, Zhou et al. show that de novo transcription and selective RNA turnover establish distinct apical and basal transcriptomes as early as the 1-cell stage of embryo development.

## Introduction

The zygotes of model plants such as *Arabidopsis* and tobacco usually undergo asymmetric cell division to generate two daughter cells, a smaller apical cell (AC) and a larger basal cell (BC). The smaller AC divides to form the major parts of a mature embryo, the beginning of the next sporophyte generation. By contrast, the larger basal cell undergoes few cell divisions to form a suspensor composed of a few cells. Later, while the uppermost suspensor cell differentiates into the hypophysis, other suspensor cells degenerate and thus do not contribute to the next generation^1^. However, how cell fate specification of the AC lineage (ACL) and basal cell lineage (BCL) is guided by transcriptional activity is unknown^2,3^.

Previously, we showed that the initial round of cell fate specification occurs at the two-cell proembryo stage^4^, and the BCL possesses embryogenesis potential^5,6^. However, the transition of the BCL to the embryo also depends on developmental signals from both the ACL and maternal tissues connected to the BCL^4,6^. Therefore, ACL- and BCL-specific transcriptomes at different proembryo developmental stages may shed light on the mechanisms of their development and enable identification of the major regulatory pathways. Furthermore, to explain the different fates of the two sister cells after asymmetric division, it has been proposed that due to the polar distribution of genetic information in the mother cell after asymmetric division, some transcripts and proteins could be differentially portioned into the two sister cells. However, these mechanisms have not been reported in plant zygotes. Because single-cell proteomics is not technically feasible, a high-resolution transcriptomic analysis is needed to evaluate the above proposal.

The *Arabidopsis* embryo is a model system for cell fate determination because embryo development can be traced at single-cell resolution. The time course and cell division pattern during development of the ACL and BCL has been reported^7^. However, genomic studies of *Arabidopsis* apical and basal cells and their descendants at high resolution are hampered by the difficulty of isolating early embryos and separating the ACL and BCL. Various methods of isolating cells, such as laser capture microdissection, fluorescence-activated cell sorting, isolation of nuclei tagged in specific cell types have been used to isolate embryo proper and suspensor of globular embryos for cellular or nuclear transcriptome analysis^8–10^. These pioneer studies provided valuable data for understanding the mechanism underlying cell type establishment, but deep transcriptome studies of the apical and basal cell lineages have been challenging due to technical difficulties in isolating living early proembryos and dissecting the ACL and BCL. The high-resolution lineage-specific transcriptomes without contaminations from maternal tissues remain uncharacterized. Recently, we developed a reliable method for isolating live apical and basal cells and their descendants, which enables cell lineage-specific transcriptome profiling^11^. Here, we apply this technique to generate a transcriptional map of the ACL and BCL of early proembryos at 1-cell and 32-cell embryo stage. We demonstrate that ACL and BCL specification occurs immediately after asymmetric zygote division and identify previously unknown lineage-specific transcripts, including protein-coding genes, long noncoding RNAs (lncRNAs), and alternative splicing isoforms, associated with lineage specification. Our data provide insight into the progression of cell lineage specification during early embryogenesis.

## Results

### Construction of cell lineage-specific transcriptomes

To investigate spatial and temporal gene expression during ACL and BCL specification in *Arabidopsis*, based on our previous study^12^, we performed a comparative analysis of 2-cell proembryos (the initial stage of cell fate specification after zygote division) and 32-cell embryos (the mature stage of the BCL). The proembryos were first manually microdissected. Next, the apical and basal domains were separated for RNA sequencing (RNA-seq; Fig. 1a). To minimize the variance of the data and ensure their reliability, three independent biological replicates were performed for each cell type. Thus, 12 independent libraries were constructed and sequenced at a depth of >16 million reads per library (Supplementary Table 1). 

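Polyadenylated RNA of apical cells (AC) and basal cells (BC) of 1-cell embryos, and of the embryo proper (32E) and suspensor (32S) of 32-cell embryos, was amplified and sequenced after manual microdissection, with 3 libraries from independent samples in each group. The deposited values are FPKM of 32399 Arabidopsis genes in each of the 12 libraries, which the authors computed with RSEM against the TAIR10 genome. The paper's Supplementary Table 1 lists 15390683 to 26211683 clean read pairs per library, with a median of 20580397 in AC, 21336556 in BC, 17068189 in 32E and 16989540 in 32S. The FPKM of a library summed to between 833418 and 955228. The files hold no read counts, so no counting interval is given and a value of 0 is reported as listed at 0. Groups were compared with limma on log2(FPKM + 1) over the 17060 genes with FPKM above 1 in at least 3 libraries. A gene was called when its adjusted p was under 0.01 and its fold change on this scale was at least 2. Sets of genes were compared with all other tested genes by limma's camera, with p adjusted over 105 tests, and camera calls were made at an adjusted p under 0.05 with a preset correlation of 0.01 between genes. None of the 105 tests passed with a correlation estimated from the residuals.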

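The 3 libraries of a cell type had similar FPKM profiles. Pearson's r across genes was 0.988 to 0.994 between AC libraries, 0.994 to 0.997 between BC libraries, 0.990 to 0.992 between 32E libraries and 0.949 to 0.995 between 32S libraries. The lowest value was that of 32S replicates 1 and 2. In 32S replicate 2 the 20 genes with the highest FPKM held 15.6% of all FPKM, against 11.6% in replicate 1. These are correlations over genes, which are not independent replicates.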

Overall, transcripts from the same cell type but different biological repeats were highly correlated (*r* ≥ 0.95; Supplementary Fig. 1), indicating that the transcriptome data are suitable for analysis of cell type-specific gene expression.

**Fig. 1:**
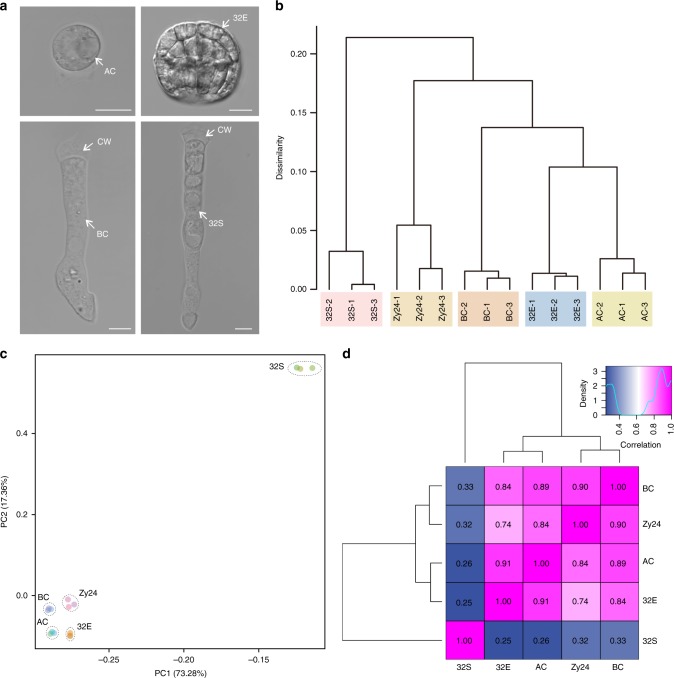
Overall analyses of the transcriptomes of zygote, apical, and basal cell lineages of early proembryos. **a** Isolated living apical and basal cell lineages of early proembryos. Bar = 10 µm. **b**, **c** Hierarchical clustering (**b**) and principal component analysis (**c**) of the transcriptomes of zygote, apical, and basal cell lineages of early proembryos. **d** Pearson’s correlation between the transcriptomes of zygote, apical, and basal cell lineages of early proembryos. CW cell wall, Zy24 zygote at 24 h after pollination, AC apical cell, BC basal cell, 32E embryo proper of 32-cell proembryo, 32S suspensor of 32-cell proembryo. Same abbreviations were also used in the following figures.

After RNA-seq quality assessment, the number of expressed genes and their expression levels in each sample were analyzed. 

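Genes with FPKM above 1 numbered 13555 to 14562 in the 3 AC libraries, 13034 to 13784 in BC, 14796 to 15322 in 32E and 14788 to 14963 in 32S. Of 15 housekeeping genes listed before the data were examined, none was at 0 in any of the 180 values, and the lowest value was 14.1. EF1ALPHA (AT5G60390), which encodes a translation elongation factor, was at FPKM 5144 ± 281 (SD, n = 3 libraries) in AC, 4626 ± 232 in BC, 7515 ± 710.4 in 32E and 1811 ± 458 in 32S. ACT2 (AT3G18780), a vegetative actin gene, was at 237 ± 5.11 (SD, n = 3) in BC and 21.6 ± 6.78 in 32S, a log2 fold change of -3.44 (SE 0.18, adjusted p = 1.37e-08) in limma's test. In that comparison 7 of the 15 housekeeping genes were lower in 32S and 1 was higher, with the same counts when adjusted over the list alone.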

Mapping of the clean reads onto the *Arabidopsis* genome (TAIR10) resulted in detection of 13,000–15,500 genes (fragments per kilobase of transcript per million mapped reads [FPKM] > 1) in each sample (Supplementary Table 1).

Contamination of embryo transcriptome data by maternal tissues surrounding the early embryo could result in inaccurate conclusions regarding the gene-expression profile^13^. We therefore investigated the possibility of contamination in our transcriptome data sets compared to previous seed tissue transcriptome data sets using publicly available software^13^. 

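Of 13 endosperm genes and 12 seed coat genes, listed before the data were examined, few had values above FPKM 1 in the 4 groups. For the endosperm genes, FPKM was above 1 in 4 of 39 values in AC, 0 of 39 in BC, 0 of 39 in 32E and 1 of 39 in 32S. The highest endosperm value was 3.47 for IKU2, a receptor kinase gene of endosperm growth, in AC. FWA (AT4G25530), a homeobox gene imprinted in endosperm, was at 1.99 ± 0.986 (SD, n = 3 libraries) in AC and listed at 0 in BC and 32S. The highest 32S value was 1.55 for AGL62, which encodes a MADS-box factor of the early endosperm. Of the seed coat genes, 5 of 36 values in AC, 3 in BC, 6 in 32E and 3 in 32S were above 1. MUM4 (AT1G53500), which encodes an enzyme of mucilage synthesis, reached 8.05 ± 1.94 (SD, n = 3) in AC, 26.1 ± 2.44 in BC and 22.2 ± 5.58 in 32E, and STK (AT4G09960), a MADS-box gene of ovule identity, 17.9 ± 0.974 in 32E and 7.25 ± 4.03 in 32S. Of 6 egg and synergid genes, EC1.5 (AT5G64720), an egg cell gene, was at 25.0 ± 5.38 (SD, n = 3) in AC and 17.0 ± 2.92 in BC, against 1.87 ± 1.08 in 32E and 0.43 ± 0.225 in 32S. The depth of the libraries limits how low a level of such transcripts can be seen.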

The results revealed that the transcriptome data sets are enriched in embryos, but not in seed coats and endosperm (Supplementary Fig. 2), indicating the absence of contaminating endosperm and seed coat RNA. Thus, the high-resolution transcriptome data sets are reliable and suitable for analysis of lineage-specific transcription during cell fate specification.

### Transcriptome divergence occurs in ACL and BCL

To investigate whether the transcriptomes are correlated with cell lineages and embryo developmental stages, RNA-seq data of isogenic embryos and from our prior study of zygotes at 24 h after pollination (Zy24)^12^ were subjected to unsupervised hierarchical clustering (UHC) and principal component analysis (PCA). UHC analysis revealed cell lineage-related and developmental stage-related clustering of the ACL and BCL of early proembryos. Fifteen transcriptomes were grouped into five clusters — Zy24, AC, BC, embryo proper of 32-cell embryo (32E), and suspensor of 32-cell embryo (32S) (Fig. 1b) — further confirming that the transcriptional profile of the same cell type is consistent, whereas the profiles at different developmental stages or of different cell lineages differ significantly. 

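All 12 libraries of AC, BC, 32E and 32S joined the other libraries of their own group first when clustered by 1 minus Pearson's r of log2(FPKM + 1) with average linkage. The mean distance within a group was 0.0389 in AC, 0.0237 in BC, 0.0247 in 32E and 0.0353 in 32S. Between groups it was 0.197 for AC and 32E, 0.230 for AC and BC, and 0.274 for BC and 32E. The 32S libraries joined the others last, at a height of 0.402. Zygote libraries were not part of this clustering.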

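In a principal component analysis of log2(FPKM + 1) over the 12 libraries, 32S lay apart on the first component (47.2% of the variance), at 177 to 179, while AC, BC and 32E lay between -88.4 and -41.4. BC lay apart on the second component (27.8%), at 124 to 139, against -41.5 to -34.8 for AC and -87.2 to -84.0 for 32E. AC and 32E were farthest apart on the third component (16.7%), at 81.6 to 107 and -81.2 to -75.9. No group overlapped another on the first pair of components combined. Zygote libraries were not included.

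**Figure D1:**
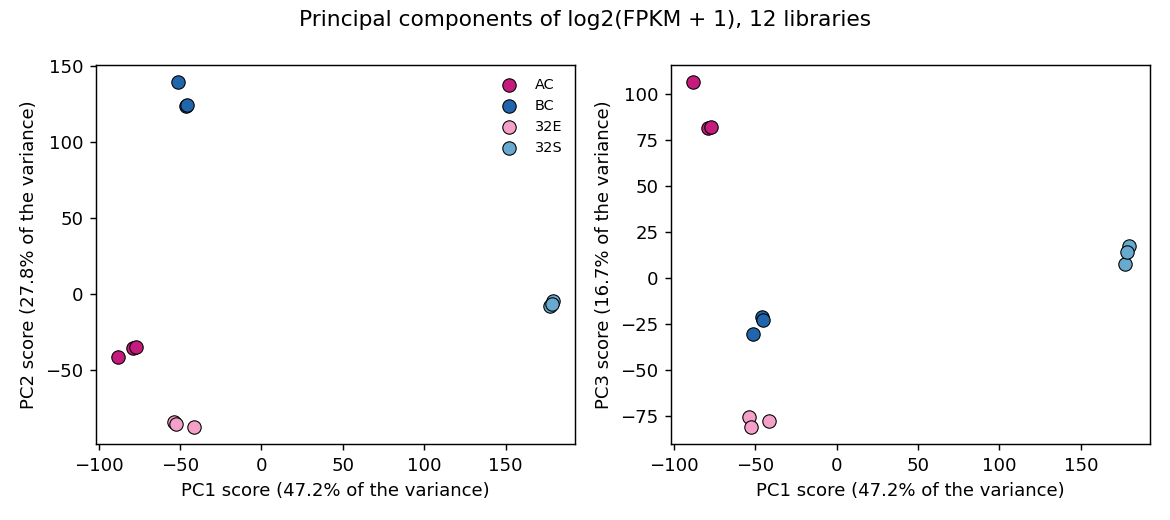
Scores of the 12 libraries on the first component against the second (left) and the third (right), from log2(FPKM + 1), with each axis labelled by its share of the variance. Each point is a library, coloured by group, and the 32S libraries lie at 177 to 179 on the first component.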

PCA of the transcriptomes of the ACL and BCL across developmental stages revealed that PC1 and PC2 were sufficient to separate the samples into the five groups (Fig. 1c), consistent with the UHC results.

To further assess the transcriptional profiles, the correlation matrices of pairwise comparisons were analyzed. Consistent with the UHC result, 32S clustered away from any other cell type, including its progenitor BC (Fig. 1d), indicating a dramatic change in gene expression profile during BCL specification. 

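The mean FPKM of 32S correlated with that of BC at a Pearson's r of 0.328 across genes, with that of AC at 0.258 and with that of 32E at 0.246. A small number of transcripts stood very high in 32S. AT4G33145 was at FPKM 19387 in 32S against 1524 in BC, and MEE26 was at 16562 in 32S. LCR48 (AT3G48231), a gene for a small cysteine-rich peptide, was at 8501 ± 2633 (SD, n = 3 libraries) in 32S and 3.01 ± 0.923 in BC. Without the 20 genes highest in 32S, r was 0.547 for BC and 32S, 0.502 for AC and 32S and 0.446 for 32E and 32S. On log2(FPKM + 1) it was 0.83, 0.818 and 0.832, so the size of these correlations depends on the scale, and genes are not independent replicates.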

Regarding the relationship between the zygote and its two daughter cells, BC displayed a closer relationship to the zygote than to AC (Fig. 1b, d), suggesting that BC and zygote have similar intrinsic gene expression profiles. For the ACL, 32E, and its progenitor AC showed a closer relationship, suggesting developmental coherence of the ACL toward embryogenesis (Fig. 1b, d). However, the temporal changes in the transcriptome of the BCL were greater than that in the ACL during proembryo development. 

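AC and 32E had a Pearson's r of mean FPKM of 0.914 across genes, against 0.894 for AC and BC and 0.842 for BC and 32E. The log2 distance of AC and 32E libraries was 0.174 to 0.220 over 9 pairs, and that of BC and 32S libraries was 0.369 to 0.398 over 9 pairs, so that no pair of the first kind was as far apart as any of the second. WOX2 (AT5G59340), a homeobox gene of the apical lineage, had no call between AC, at FPKM 113 ± 11.1 (SD, n = 3 libraries), and 32E, at 121 ± 4.75. MYB96 (AT5G62470) was at 133 ± 23.1 in AC and 127 ± 27.6 in 32E, also with no call. In 32S, WOX2 was at 0.8 ± 1.04, against 158 ± 9.93 in BC, a log2 fold change of -6.62 (SE 0.29, adjusted p = 3.35e-09) in limma's test.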

Unexpected divergence was found between 32S and its progenitor BC. Thus, after zygote division, the AC has a distinct transcription profile while that of the BC remains similar to the zygote. However, during proembryo development, differentiation of the BC lineage accelerated to a highly specialized destination while the transcriptome of the AC lineage was relatively consistent.

### Temporal gene expression during ACL and BCL specification

Hierarchical clustering of cell lineage-specific transcriptome data provides a global view of the divergence of gene expression profiles during ACL and BCL specification. To identify genes temporally regulated during ACL and BCL development, pairwise comparisons of gene expression levels between adjacent stages were performed to identify differentially expressed genes (DEGs). For the ACL, we observed significant upregulation of 3002 genes (fold change [FC] [AC÷Zy24] ≥ 2, false-discovery rate [FDR] < 0.01) and significant downregulation of 3166 genes (FC [AC÷Zy24] ≤ 0.5, FDR < 0.01) in ACs compared with the zygote. 

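In 32E, 2231 genes were higher than in AC and 2448 were lower, 27.4% of the 17060 genes tested. PDF1 (AT2G42840), a marker of the protoderm, was listed at 0 in AC and at FPKM 3615 ± 378.6 (SD, n = 3 libraries) in 32E. LTPG1 (AT1G27950), a lipid transfer protein of the cuticle, was at 0.0267 ± 0.0462 in AC and 662 ± 100.5 in 32E, a log2 fold change of 9.33 (SE 0.32, adjusted p = 2.47e-09) in limma's test. ZPR3 (AT3G52770), which encodes a small leucine zipper protein that binds HD-ZIP III factors, was listed at 0 in AC and at 169.7 ± 13.8 in 32E. Transcripts lower in 32E included SWEET8 (AT5G40260), a sugar transporter gene, which fell from 360.3 ± 55.2 to 0.143 ± 0.145 (SD, n = 3, log2 fold change -8.30, SE 0.25, adjusted p = 9.39e-10 in limma), and COPT2 (AT3G46900), a copper transporter gene, from 213 ± 30.8 to 0.12 ± 0.115 (SD, n = 3, log2 fold change -7.58). Over all 17060 genes tested, the 3 libraries of one of these groups all lay above those of the other for 10372, where chance gives 10%. With a pseudocount of 5 in place of 1, the counts were 1330 higher and 1522 lower, and with every gene at 0 in any library left out they were 851 and 1526. With median-ratio scaling between libraries, 2532 genes were higher in 32E and 2067 lower. Which direction held more calls thus depends on the scaling.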

We found that 2468 genes were upregulated in 32E compared with AC, and 2098 genes were downregulated in 32E (Fig. 2a, c and Supplementary Data 1).

**Fig. 2:**
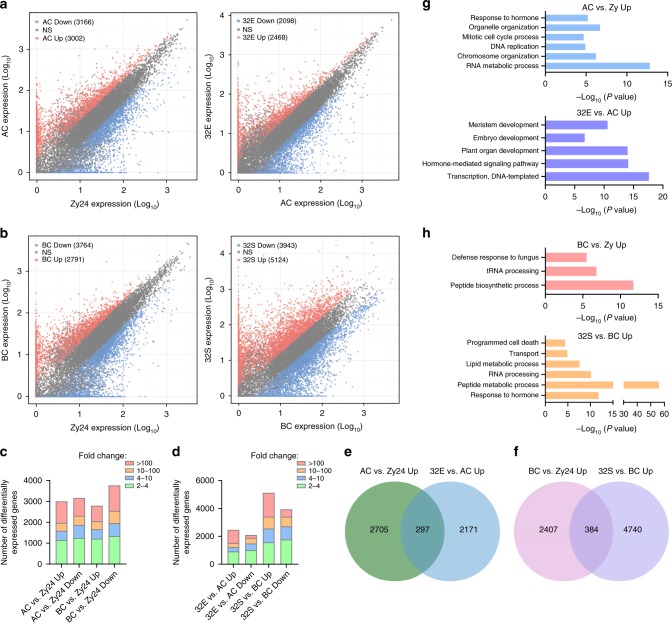
Global temporal dynamics of gene expression during apical and basal cell lineage development. **a**, **b** Scatterplot showing temporal dynamics of gene expression in the process of apical (**a**) and basal (**b**) cell lineage specification. Pink dots indicate upregulated genes, and blue dots indicate downregulated genes. **c** Graph showing the number of differentially expressed genes between AC and Zy24 or between BC and Zy24. **d** Graph showing the number of differentially expressed genes between 32E and AC or between 32S and BC. **e**, **f** Comparisons of upregulated genes between AC/Zy24 and 32E/AC (**e**) or between BC/Zy24 and 32S/BC (**f**). **g**, **h** GO analysis of upregulated genes in apical (**g**) and basal cell linage (**h**) at 1-cell and 32-cell embryo stages, respectively.

In the BCL, we observed significant upregulation of 2791 genes and downregulation of 3764 genes in BCs compared with the zygote (Fig. 2b, d). Consistent with UHC analysis and PCA results, an activation wave occurred during BCL development. We found that 5124 genes were upregulated in 32S compared with in BCs, and 3943 genes were downregulated (Fig. 2b, d and Supplementary Data 1), resulting in a distinct transcriptome at the 32-cell embryo stage. 

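Between BC and 32S, 4313 genes were higher in 32S and 4548 were lower, 51.9% of the genes tested. AT1G47540, a gene for a small knottin protein, was at FPKM 0.52 ± 0.901 (SD, n = 3 libraries) in BC and 2373 ± 147 in 32S, a log2 fold change of 10.76 (SE 0.46, adjusted p = 2.55e-09) in limma's test. STR16 (AT5G66040), a sulfurtransferase gene, rose from 0.287 ± 0.248 to 1271 ± 53.5 (SD, n = 3, log2 fold change 9.97, SE 0.26, adjusted p = 8.62e-11 in limma). MLP28 (AT1G70830) was listed at 0 in BC and at 3947 ± 916 in 32S. Among the genes that were lower, ENODL15 (AT4G31840), an early nodulin-like gene, went from 518 ± 52.4 in BC to 0.817 ± 0.645 in 32S (SD, n = 3, log2 fold change -8.22, SE 0.29, adjusted p = 6.75e-10 in limma), and LEC2 (AT1G28300), a B3 transcription factor of embryo development, from 206 ± 9.17 to 1.14 ± 0.325 (SD, n = 3, log2 fold change -6.60). MIOX4 (AT4G26260), an inositol oxygenase gene, was at 122 ± 4.95 in BC and listed at 0 in AC, 32E and 32S. With every gene at 0 in any library left out, 2254 genes were higher in 32S, which was 39.5% of 5713 calls. With median-ratio scaling between libraries, 4985 genes were higher in 32S and 3803 lower. Which direction held more calls thus depends on the scaling.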

Compared with that in the ACL much notable changes of transcriptome occurred in the BCL at the same developmental period. 

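The change from BC to 32S was larger than the change from AC to 32E for 11188 of 17060 genes (65.6%) by absolute log2 fold change. The median absolute log2 fold change was 1.19 from BC to 32S and 0.65 from AC to 32E. In limma's test of the difference between the 2 temporal changes, 9016 genes were called, and for 6514 of these (72.2%) the change from BC to 32S was the larger. STR16, ENODL15 and GAD (AT5G17330), a glutamate decarboxylase gene, differed between the lineages. GAD fell from FPKM 125 ± 21.9 (SD, n = 3 libraries) in AC to 0.01 ± 0.0173 in 32E (log2 fold change -6.95) and rose from 69.0 ± 4.04 in BC to 744 ± 125 in 32S (log2 fold change 3.40), a difference with adjusted p = 1.25e-10 in limma. Of the genes called in each lineage, 771 rose in both (564 by chance) and 716 fell in both (653 by chance), while 380 rose in 32E and fell in 32S (595 by chance) and 535 fell in 32E and rose in 32S (619 by chance).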

Interestingly, only a small portion of upregulated genes overlapped between two developmental stages in the ACL and BCL (Fig. 2e, f), suggesting developmental stage-dependent transcription during ACL and BCL specification.

Gene ontology (GO) analysis revealed that distinct molecular pathways were enriched for upregulated genes in the ACL and BCL at different stages. 

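Genes of apical embryo patterning rose from AC to 32E. Of 27 tested members of a list written before the data were examined, 21 were higher in 32E, 1 was lower and 5 were not called, with the same counts when adjusted over the list alone. The list includes genes the paper names, such as WOX2, HAN and DRN, so it is not independent of the study. PLT1 (AT3G20840), an AP2 factor of the root meristem, rose from FPKM 1.52 ± 1.75 in AC to 104 ± 11.1 in 32E (SD, n = 3 libraries, log2 fold change 5.63, SE 0.40, adjusted p = 5.61e-07 in limma). The list as a set was higher in 32E by camera (adjusted p = 1.01e-10, and adjusted p = 0.0631 with an estimated correlation). Protoderm and cuticle genes rose in 5 of 8 tested members and none fell, with the same counts when adjusted over the list alone (camera, adjusted p = 0.000419, and adjusted p = 0.282 with an estimated correlation). PDF2 (AT4G04890), an epidermal homeobox gene, went from 2.25 ± 0.719 in AC to 105 ± 14.5 in 32E (SD, n = 3, log2 fold change 5.05, SE 0.18, adjusted p = 3.36e-09 in limma). Of 26 DNA replication genes, 9 rose from AC to 32E and 1 fell, the same when adjusted over the list alone (camera, adjusted p = 0.0022, and adjusted p = 0.34 with an estimated correlation). Of 28 mitosis genes, 2 rose and 10 fell (11 fell when adjusted over the list alone), and CYCB1;1 (AT4G37490), a mitotic cyclin gene, fell from 350.5 ± 52.2 to 89.0 ± 22.0 (SD, n = 3, log2 fold change -1.99). The mitosis list as a set was lower in 32E (camera, adjusted p = 0.00303, and adjusted p = 0.425 with an estimated correlation). Changes from the zygote to AC were not measured in these libraries.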

Upregulated genes in ACL at 1-cell embryo stage were mainly related to cell division, such as DNA replication (*P* = 1.29 × 10^−05^, hypergeometric test) and mitotic cell cycle (*P* = 2.05 × 10^−05^, hypergeometric test), whereas the genes upregulated in 32E were enriched in processes related to embryo development (*P* = 2.11 × 10^−07^, hypergeometric test), plant organ development (*P* = 1.03 × 10^−14^, hypergeometric test), and meristem development (*P* = 2.6 × 10^−11^, hypergeometric test) (Fig. 2g), indicating progressive establishment of machinery for embryo pattern formation. 

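Genes of fatty acid β-oxidation and the glyoxylate cycle rose from BC to 32S in 7 of 17 members of a list written before the data were examined and fell in 2, with the same counts when adjusted over the list alone (camera, adjusted p = 0.0351, and adjusted p = 0.328 with an estimated correlation). ICL (AT3G21720), the isocitrate lyase of the glyoxylate cycle, was at FPKM 0.24 ± 0.13 (SD, n = 3 libraries) in BC and 125 ± 2.32 in 32S, a log2 fold change of 6.67 (SE 0.17, adjusted p = 8.01e-11) in limma's test. For transport, 6 of 25 subunits of the vacuolar proton ATPase rose and 1 fell, the same when adjusted over the list alone, and the set did not pass camera (adjusted p = 0.0983), but passed with median-ratio scaling (adjusted p = 0.0339). VHA-G1 (AT3G01390) rose from 41.8 ± 9.27 to 470.1 ± 8.46 (SD, n = 3, log2 fold change 3.48, SE 0.17, adjusted p = 7.74e-09 in limma). The list of developmental programmed cell death held 18 genes, of which only 5 had FPKM above 1 in at least 3 libraries and were tested. Of these 5, 3 rose and none fell, the same when adjusted over the list alone, and the set did not pass camera (adjusted p = 0.103). CEP1 (AT5G50260), a cysteine endopeptidase gene of dying cells, rose from 15.7 ± 0.569 to 1229 ± 82.4 (SD, n = 3, log2 fold change 6.20, SE 0.23, adjusted p = 9.21e-10 in limma), and MC1 (AT1G02170), a metacaspase gene, from 79.4 ± 1.97 to 242 ± 25.1 (SD, n = 3, log2 fold change 1.59). Changes from the zygote to BC were not measured in these libraries.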

Unlike the ACL, the genes upregulated in the BCL at 1-cell embryo stage were significantly enriched in peptide biosynthesis (*P* = 2.17 × 10^−12^, hypergeometric test) and defense response (*P* = 3.13 × 10^−6^, hypergeometric test), whereas the genes upregulated in the BCL at the 32-cell embryo stage were enriched in lipid metabolism (*P* = 2.37 × 10^−8^, hypergeometric test), transport (*P* = 1.35 × 10^−5^, hypergeometric test), and programmed cell death (*P* = 3.94 × 10^−5^, hypergeometric test) (Fig. 2h). Therefore, different molecular pathways are activated in the ACL and BCL for cell fate specification.

To further investigate whether the transcripts required for embryo development are preferentially expressed in the ACL after zygote division, we analyzed the expression pattern of *EMBRYO-DEFECTIVE* (*EMB*) genes during the cell lineage specification. Most known *EMB* genes^14–16^ in *Arabidopsis* were coexpressed in zygotes and early proembryos (Supplementary Fig. 3 and Supplementary Data 2). These *EMB* genes were clustered into three groups based on their expression level dynamic during proembryo development. One group of *EMB* genes (group I, *n* = 61) appeared higher expression in the AC than in the BC. 

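Of 375 tested embryo-defective (EMB) genes of the paper's list, 66 were higher in AC and 56 were higher in BC in limma's test. The other 253 genes had no call between AC and BC. Over all 17060 genes tested, 3237 were higher in AC and 3131 in BC. As a set, EMB genes did not pass between AC and BC (camera, adjusted p = 0.72). HAN (AT3G50870), a GATA factor gene of apical patterning, was higher in AC, with a log2 fold change of 1.71 (SE 0.14, adjusted p = 1.62e-06) over 3 libraries in each group. FUS3, a B3 factor gene of seed development, was higher in BC and listed at 0 in AC. The paper clustered this list on the same libraries, so its directions are not independent evidence.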

Notably, most *EMB* genes (group II, *n* = 201) were mainly expressed in the embryo proper at the 32-cell embryo stage, but their expression in apical and BCs appeared no significantly difference (Supplementary Fig. 3), suggesting that embryogenesis-related genes are gradually confined in the ACL in later developmental stages.

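At the 32-cell stage, 158 of the 375 tested EMB genes were higher in 32E and 29 were higher in 32S, and 111 of those higher in 32E had no call between AC and BC. From AC to 32E, 40 EMB genes rose and 24 fell, while from BC to 32S 44 rose and 148 fell. From BC to 32S the median log2 fold change was -0.666 for EMB genes and -0.812 for 15 housekeeping genes, of which 7 fell and 1 rose. As a set, EMB genes were higher in 32E than in 32S (camera, adjusted p = 1.81e-05, and adjusted p = 0.0631 with an estimated correlation) and lower in 32S than in BC (camera, adjusted p = 0.00179, and adjusted p = 0.0808 with an estimated correlation). WOX2 (AT5G59340), a homeobox gene of apical fate, had no call between AC and BC and was higher in 32E, with a log2 fold change of 6.24 (SE 0.29, adjusted p = 4.31e-09) in limma's test. LEC2 had no call between AC and BC either and was higher in 32E (log2 fold change 5.05, SE 0.12). Since the paper clustered the list on the same libraries, these counts are not independent evidence.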

### Cell lineage-specific genes for ACL and BCL specification

Next, spatially regulated genes between the ACL and BCL were subjected to differential gene expression analysis. At the 1-cell embryo stage, we found significant upregulation of 3454 genes (FC [AC÷BC] ≥ 2, FDR < 0.01) and downregulation of 2911 genes (FC [AC÷BC] ≤ 0.5, FDR < 0.01) in AC compared to BC (Fig. 3a and Supplementary Data 3), confirming that the gene expression profile had already diverged in the two daughter cells. 

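AC and BC differed in 6368 genes, of which 3237 were higher in AC and 3131 in BC. WOX9 (AT2G33880), a homeobox gene of the basal lineage, was at FPKM 0.537 ± 0.775 (SD, n = 3 libraries) in AC and 633 ± 24.8 in BC, a log2 fold change of -8.80 (SE 0.28, adjusted p = 4.16e-09) in limma's test. ANNAT4 (AT2G38750), an annexin gene, was at 0.18 ± 0.312 in AC and 201 ± 4.64 in BC (SD, n = 3, log2 fold change -7.45, SE 0.34, adjusted p = 2.21e-08 in limma). DTX1 (AT2G04040), a MATE efflux gene, was listed at 0 in AC and at 160.1 ± 8.75 in BC. On the AC side, TLP8 (AT1G16070), a tubby-like gene, was at 69.2 ± 13.9 and CAD9 (AT4G39330) at 74.0 ± 9.90 in AC (SD, n = 3), and both were listed at 0 in BC. bZIP75 (AT5G08141) was at 121 ± 9.85 in AC and 2.04 ± 3.53 in BC (SD, n = 3, log2 fold change 5.98, SE 1.02, adjusted p = 0.000356 in limma). With a pseudocount of 5, 2154 genes were higher in AC and 2341 in BC, and with genes at 0 in any library left out 1732 were higher in AC and 1947 in BC.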

As expected, we found a large increase in the number of DEGs between the ACL and BCL at the 32-cell embryo stage (4512 upregulated and 4136 downregulated) (Fig. 3a and Supplementary Data 3).

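At the 32-cell stage 7907 genes differed between 32E and 32S (46.3% of those tested), 4053 higher in 32E and 3854 higher in 32S. LTP3 (AT5G59320), a lipid transfer protein gene, was at FPKM 3422 ± 239.7 (SD, n = 3 libraries) in 32E and 14.1 ± 2.27 in 32S, a log2 fold change of 7.83 (SE 0.14, adjusted p = 5.22e-12) in limma's test. THI1 (AT5G54770), a gene of thiamine synthesis, was at 4.23 ± 4.44 in 32E and 4259.5 ± 219 in 32S (SD, n = 3, log2 fold change -10.04, SE 0.46, adjusted p = 3.61e-09 in limma). IAA18 (AT1G51950), an auxin response repressor gene, was at 193 ± 12.3 in 32E and listed at 0 in 32S. The difference between the lineages was larger at the 32-cell than at the 1-cell stage for 9643 genes (56.5%) by absolute log2 fold change. With genes at 0 in any library left out, 2515 genes were higher in 32S. With median-ratio scaling, 3922 were higher in 32E and 4108 in 32S.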

**Fig. 3:**
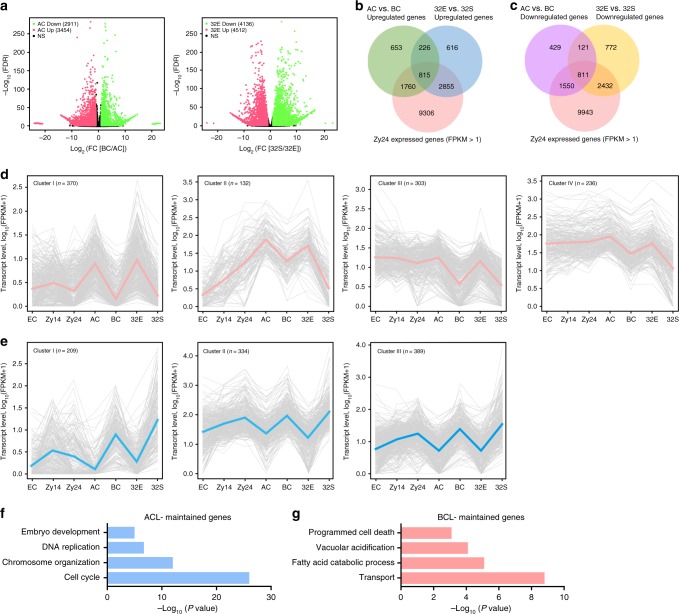
Lineage specific transcriptome analysis reveals progressive apical and basal cell lineage differentiation during early embryogenesis. **a** Volcano plots display differentially expressed genes between apical and basal cell lineages at 1-cell and 32-cell embryo stages. **b**, **c** Comparisons of upregulated genes (**b**) or downregulated genes (**c**) between AC/BC and 32E/32S. **d**, **e** Expression profiles of the apical cell lineage- (**d**) and basal cell lineage-maintained (**e**) genes in egg cells, zygotes, apical, and basal cell lineages of early proembryos. Pink lines (**d**) and blue lines (**e**) indicate the mean expression level of all genes in different groups. **f**, **g** GO enrichment analysis of apical cell lineage- (**f**) and basal cell lineage-maintained (**g**) genes, respectively. EC egg cell, Zy14 zygote at 14 h after pollination.

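Of the genes higher in AC than in BC, 889 were also higher in 32E than in 32S, against 769 by chance (Fisher's exact test, 2-sided, p = 5.33e-08). Of the genes higher in BC, 955 were also higher in 32S, against 707 by chance (Fisher's exact test, p = 4.41e-30). Both tests take genes as independent, which correlated genes are not, so their p can be too small. HAN (AT3G50870), a GATA factor gene of the apical lineage, was in the first group, with FPKM 237 ± 29.0 (SD, n = 3 libraries) in AC, 71.7 ± 11.0 in BC and 167 ± 23.2 in 32E, and was listed at 0 in 32S. BCL5 (AT3G59480), a carbohydrate kinase gene, was in the second, at 278 ± 38.1 in AC, 4313 ± 183 in BC, 1.70 ± 0.671 in 32E and 1509 ± 38.6 in 32S. With a pseudocount of 5 the apical overlap held 531 genes, and with genes at 0 in any library left out 468. Fewer genes were called in both settings, which lowers the overlap by chance as well, so these counts cannot be set against 769.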

To identify lineage-specific genes that contribute to lineage specificity in 1- to 32-cell embryos, we combined the ACL and BCL results at two different stages, which yielded 1041 and 932 ACL- and BCL-maintained genes, respectively (Fig. 3b, c and Supplementary Data 4). We investigated the expression pattern of these ACL- and BCL-maintained genes during early embryogenesis. The majority of these lineage-specific genes were coexpressed in the zygote (Fig. 3b, c), suggesting them to be already transcribed in the mother cell. Also, the differences in their expression between the ACL and BCL increased as development progressed (Supplementary Fig. 4a). 

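For the paper's ACL-maintained genes, the median log2 fold change between the lineages was 1.84 at the 1-cell stage and 2.12 at the 32-cell stage, and 601 of 1033 tested genes (58.2%) had the larger difference at the 32-cell stage. For the BCL-maintained genes it was 1.86 in favour of BC and 2.25 in favour of 32S, and 572 of 931 (61.4%) were larger at the later stage. Over all 17060 genes tested, the absolute difference was larger at the 32-cell stage for 56.5%, so both shares lie near that of all genes. By the paper's clusters, the median of the ACL genes fell in I (2.348 to 2.185) and III (1.916 to 1.76). It rose in II (1.786 to 3.907) and IV (1.339 to 1.99). In limma's test of the difference between stages, 267 ACL genes had a larger and 150 a smaller difference at the 32-cell stage, and 255 BCL genes a larger and 85 a smaller. BCL10 (AT1G04645), a gene for a self-incompatibility-like protein, was at FPKM 9.23 ± 6.47 (SD, n = 3 libraries) in AC, 386 ± 68.0 in BC, 0.22 ± 0.242 in 32E and 8176 ± 3431 in 32S. Both lists were chosen in these libraries, so the directions are not independent evidence.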

ACL-maintained genes were clustered into four groups based on their transcript level during zygote development and lineage specification. The genes in cluster I (*n* = 370) exhibited low expression in egg cells and zygotes, and were significantly upregulated in the ACL but their expression was low in the BCL, suggesting that the ACL-maintained genes in this cluster were due to specific de novo transcription in the ACL. 

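The 362 tested genes of the paper's ACL cluster I had a median FPKM of 6.48 in AC, 0 in BC, 7.70 in 32E and 0.302 in 32S, and 270 of them were called in both comparisons of the lineages. ACL3 (AT5G49700), with FPKM 17.7 ± 5.22 (SD, n = 3 libraries) in AC and 20.7 ± 6.16 in 32E, was listed at 0 in BC and 32S. From AC to 32E, 90 genes of this cluster rose and 68 fell. The cluster was formed from these libraries and is not independent evidence, and egg cell and zygote values were not measured in them.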

Most genes in the ACL (*n* = 539, group III and IV) inherited their higher expression level from the egg cell and zygote, and were specifically downregulated in the BCL, resulting in ACL-specific expression (Fig. 3d and Supplementary Fig. 4b). 

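Genes of the paper's ACL cluster III had median FPKM of 19.5 in AC, 3.31 in BC, 15.1 in 32E and 2.93 in 32S, and those of cluster IV 73.8, 23.7, 52.4 and 12.8. Of 236 tested genes in cluster IV, 120 fell from BC to 32S and 12 rose, and of 303 in cluster III, 66 fell and 55 rose. Falls were also called from AC to 32E, where 56 genes of cluster IV fell and 7 rose. In cluster III, 66 fell and 30 rose from AC to 32E. In cluster II, with medians of 66.1, 15.8, 47.1 and 1.98, the median log2 difference between lineages went from 1.79 at the 1-cell stage to 3.91 at the 32-cell stage, and 94 of 132 genes fell from BC to 32S. The median difference between lineages rose from 1.34 to 1.99 in cluster IV and fell from 1.92 to 1.76 in cluster III. The clusters were formed from these libraries, so these directions are not independent evidence.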

Several known markers of the ACL (such as *DRN* and *AT2G24310*)^10,17^ were among the ACL-ranked genes, confirming the reliability of our transcriptome data. In addition, several previously unrecognized markers (such as *ACL1* and *ACL2*) were also identified (Supplementary Data 4). 

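DRN (AT1G12980), an AP2-type factor gene of the apical lineage on chromosome 1 from 4429718 to 4430965 of TAIR10, was at FPKM 39.5 ± 19.0 (SD, n = 3 libraries) in AC and 9.37 ± 0.859 in BC, a log2 fold change of 1.86 (SE 0.31, adjusted p = 0.000286) in limma's test. At the 32-cell stage it was at 73.5 ± 23.8 in 32E and 0.92 ± 0.06 in 32S (SD, n = 3, log2 fold change 5.23, SE 0.31, adjusted p = 2.91e-08 in limma). AT2G24310, on chromosome 2 from 10344338 to 10345510, was at 61.7 ± 2.17 in AC and 27.0 ± 17.2 in BC (SD, n = 3, log2 fold change 1.32, adjusted p = 0.0327 in limma), which did not pass the test, and it was called without BC replicate 2 or without 32S replicate 2. At the 32-cell stage it was at 148 ± 27.1 in 32E and 2.39 ± 2.63 in 32S (SD, n = 3, log2 fold change 5.72, SE 0.48, adjusted p = 6.68e-07 in limma).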

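ACL1 (AT2G01790), a TRAF-like gene on chromosome 2 from 341322 to 342480 of TAIR10, was at FPKM 601 ± 98.5 (SD, n = 3 libraries) in AC and 97.6 ± 49.4 in BC, a log2 fold change of 2.71 (SE 0.27, adjusted p = 5.02e-06) in limma's test, and was at 44.2 ± 5.71 in 32E and listed at 0 in 32S. ACL2 (AT5G06300), on chromosome 5 from 1921548 to 1925407, was at 32.7 ± 5.84 in AC, 4.53 ± 0.862 in BC and 31.2 ± 2.00 in 32E (SD, n = 3, AC against BC, log2 fold change 2.60, SE 0.20, adjusted p = 8.36e-07 in limma), and was listed at 0 in 32S. ACL1 fell from AC to 32E (SD above, n = 3, log2 fold change -3.73). Both genes were picked by the paper from these libraries.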

The BCL-maintained genes were clustered into three groups according to their expression level during zygote development and lineage specification. Similarly, the specific expression pattern of BCL-maintained genes was due to specific de novo transcription in the BCL (Fig. 3e and Supplementary Fig. 4c; group I) or specific downregulation in the ACL (Fig. 3e and Supplementary Fig. 4c; groups II and III). 

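Genes of the paper's BCL group I had a median FPKM of 0 in AC, 7.30 in BC, 0.568 in 32E and 14.8 in 32S, and 164 of 208 tested genes were called in both comparisons of the lineages. Group II genes had medians of 22.1, 77.4, 17.2 and 105, and group III genes of 5.33, 23.7, 4.70 and 27.8. From AC to 32E, 80 of 334 genes of group II fell and 34 rose, and in group III 68 of 389 fell and 70 rose. BCL9 (AT5G53870), of group II, fell from FPKM 148 ± 29.1 (SD, n = 3 libraries) in AC to 0.75 ± 0.215 in 32E, a log2 fold change of -6.40 (SE 0.21, adjusted p = 2.06e-09) in limma's test. The groups were formed from these libraries, so these directions are not independent evidence, and egg cell and zygote values were not measured in them.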

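WOX8 (AT5G45980), a homeobox gene on chromosome 5 from 18648886 to 18650836 of TAIR10, was at FPKM 8.45 ± 1.25 (SD, n = 3 libraries) in AC and 350.0 ± 22.0 in BC, a log2 fold change of -5.22 (SE 0.12, adjusted p = 5.4e-10) in limma's test, and was listed at 0 in 32E and at 429 ± 35.5 in 32S. PIN7 (AT1G23080), an auxin efflux carrier gene on chromosome 1 from 8180189 to 8183650, was listed at 0 in AC and at 14.1 ± 2.11 in BC, and rose to 109 ± 26.8 in 32S (SD, n = 3, log2 fold change 2.84, SE 0.35, adjusted p = 1.89e-05 in limma). BCL1 (AT4G24960) was at 31.7 ± 3.93 in AC and 106 ± 6.47 in BC (SD, n = 3, log2 fold change -1.72, SE 0.24, adjusted p = 7.74e-05 in limma). BCL2 (AT5G56320) was at 9.67 ± 7.21 in AC and 396 ± 11.8 in BC, and at 0.0567 ± 0.0603 in 32E and 827 ± 173 in 32S (SD, n = 3, 32E against 32S, log2 fold change -9.60, SE 0.34, adjusted p = 4.37e-10 in limma). Of 15 tested genes on a list of basal cell, suspensor and hypophysis genes written before the data were examined, 6 were higher in BC than in AC and none was lower. In 32S, 12 were higher than in 32E and 1 was lower, and the counts at both stages were the same when adjusted over the list alone. As a set they were higher in BC (camera, adjusted p = 0.0438, and adjusted p = 0.425 with an estimated correlation) and in 32S (camera, adjusted p = 0.000999, and adjusted p = 0.282 with an estimated correlation). Among the BCL-maintained genes called here were 6 of the 15 (Fisher's exact test, 2-sided, odds ratio 11.3, adjusted p = 0.00166 over 34 tests). The list includes WOX8, PIN7 and other genes the paper names, so these results are not independent of the study. Fisher's test also takes genes as independent, while the estimated correlation between these genes was 0.137.

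**Figure D2:**
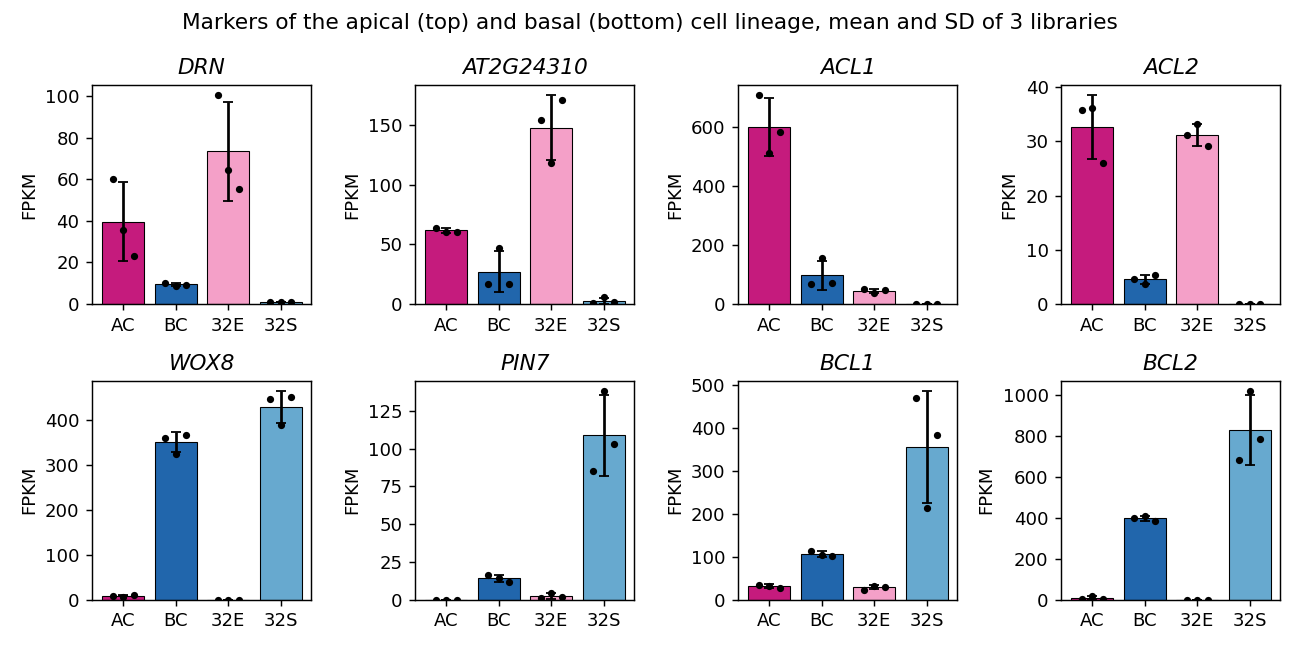
FPKM in AC, BC, 32E and 32S of DRN, AT2G24310, ACL1 and ACL2 (top) and of WOX8, PIN7, BCL1 and BCL2 (bottom). Bars are means of 3 libraries, error bars SD and points single libraries, and WOX8 reaches 350.0 in BC.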

The BCL-specific genes included several marker genes (e.g., *WOX8* and *PIN7*)^18,19^ and unknown marker genes (such as *BCL1* and *BCL2*) (Supplementary Data 4).

To validate the transcriptome analysis results, we subjected 20 cell lineage-maintained genes to green fluorescent protein (GFP) analysis. Selected ten ACL-specific genes were coexpressed in zygotes and their expression levels differed significantly between the ACL and BCL at the 1-cell embryo stage and became restricted in the ACL at the 8-cell embryo stage (Fig. 4; Supplementary Figs. 5 and 6a). Similarly, selected ten BCL-specific genes were also coexpressed in zygotes, their expression levels differed between apical and BCs, and they gradually became restricted in the BCL as the embryo developed (Fig. 5; Supplementary Figs. 6b and 7). The GFP expression patterns of these selected twenty cell lineage-maintained genes were strongly correlated with the transcriptome data, confirming the high quality of our transcriptome dataset.

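Among the 20 genes chosen by the paper from these libraries, ACL8 (AT5G48350) was at FPKM 251 ± 31.6 (SD, n = 3 libraries) in AC and 19.8 ± 14.9 in BC, a log2 fold change of 3.84 (SE 0.42, adjusted p = 1.28e-05) in limma's test. BCL3 (AT2G25240) was at 7.36 ± 2.43 in AC and 149 ± 6.32 in BC, and at 0.903 ± 0.66 in 32E and 106 ± 22.6 in 32S (SD, n = 3, 32E against 32S, log2 fold change -5.84, SE 0.26, adjusted p = 2.69e-09 in limma). ACL7 (AT3G60670) was at 5.67 ± 7.30 in AC (SD, n = 3, adjusted p = 0.0286 in limma against BC, where it was listed at 0), which did not pass the test, and at 93.9 ± 17.8 in 32E. BCL8 (AT5G16570) was listed at 0 in AC and at 0.49 ± 0.322 in BC with no call, and was at 0.58 ± 0.0346 in 32E and 53.9 ± 26.2 in 32S (SD, n = 3, log2 fold change -5.01, SE 0.30, adjusted p = 2.91e-08 in limma). ACL6 (AT1G02390) was at 110.0 ± 28.3 in AC and 52.2 ± 0.804 in BC (SD, n = 3, log2 fold change 1.03, SE 0.29, adjusted p = 0.00835 in limma), and its call ended with a pseudocount of 0.1 and without most single libraries. The GFP lines were not part of these data.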

**Fig. 4:**
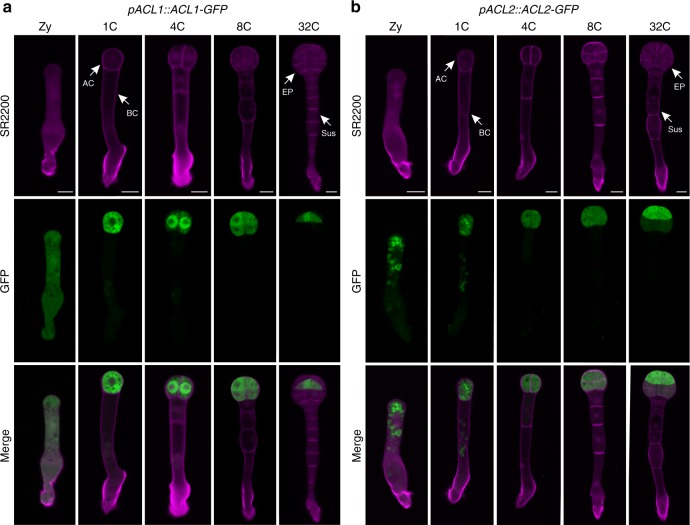
Expression pattern of selected apical cell lineage-maintained genes validates the transcriptomic analysis. **a**, **b** Spatio-temporal expression of *ACL1* (**a**) and *ACL2* (**b**) in early embryogenesis. Zy zygote, 1C 1-cell embryo, 4C 4-cell embryo, 8C 8-cell embryo, 32C 32-cell embryo, AC apical cell, BC basal cell, EP embryo proper, Sus suspensor. Bar = 10 μm.

**Fig. 5:**
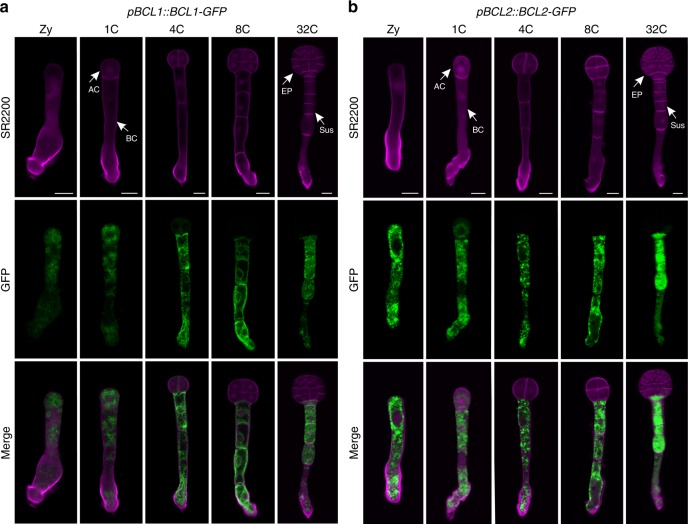
Expression pattern of selected basal cell lineage-maintained genes validates the transcriptomic analysis. **a**, **b** Spatio-temporal expression of *BCL1* (**a**) and *BCL2* (**b**) in early embryogenesis. Zy zygote, 1C 1-cell embryo, 4C 4-cell embryo, 8C 8-cell embryo, 32C 32-cell embryo, AC apical cell, BC basal cell, EP embryo proper, Sus suspensor. Bar = 10 μm.

GO enrichment analysis revealed distinct roles of ACL- and BCL-specific genes in early embryogenesis (Fig. 3f, g). ACL-specific genes were enriched in embryo development- and cell division-related biological processes such as the cell cycle (*P* = 1.0 × 10^−26^, hypergeometric test) and chromosome organization (*P* = 9.7 × 10^−13^, hypergeometric test). By contrast, no embryo development-related pathways were enriched in BCL-specific genes, whereas BCL-specific genes were significantly enriched in transport (*P* = 1.7 × 10^−9^, hypergeometric test), fatty acid catabolism (*P* = 7.2 × 10^−6^, hypergeometric test), and programmed cell death (*P* = 8.3 × 10^−4^, hypergeometric test), in agreement with the role and cell fate of the BCL in early embryogenesis. Collectively, our results revealed that ACL- and BCL-specific genes constitute distinct molecular pathways that guide cell lineage specification during early embryogenesis.

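Mitotic genes were higher in the apical lineage at both stages. Of 28 mitosis genes on a list written before the data were examined, 17 were higher in AC and 2 in BC (18 and 2 when adjusted over the list alone), and 27 were higher in 32E and none in 32S, the same when adjusted over the list alone. KN (AT1G08560), the cytokinesis syntaxin, was at FPKM 151 ± 13.2 (SD, n = 3 libraries) in AC and 9.26 ± 8.55 in BC, a log2 fold change of 4.19 (SE 0.42, adjusted p = 6.01e-06) in limma's test, and was at 114 ± 27.0 in 32E and listed at 0 in 32S. CYCB1;1 was at 30.3 ± 4.00 in BC and 0.153 ± 0.117 in 32S (SD, n = 3, AC against BC, log2 fold change 3.49, SE 0.19, adjusted p = 9.46e-08 in limma). As a set, the mitosis genes were higher in AC (camera, adjusted p = 0.000226, and adjusted p = 0.34 with an estimated correlation) and in 32E (camera, adjusted p = 1.01e-10, and adjusted p = 0.141 with an estimated correlation). Of the 28, 17 were among the ACL-maintained genes called here, against 1.46 by chance (Fisher's exact test, 2-sided, adjusted p = 5.64e-14 over 34 tests). Fisher's test takes genes as independent, while the estimated correlation between these genes was 0.193, so its p can be too small. Of 26 DNA replication genes, 5 were higher in AC and 2 in BC, and 24 were higher in 32E and none in 32S, with the same counts when adjusted over the list alone. As a set they did not pass between AC and BC (camera, adjusted p = 0.141) and were higher in 32E (camera, adjusted p = 2.71e-09, and adjusted p = 0.108 with an estimated correlation). PCNA1 (AT1G07370), the replication clamp, was at 370.2 ± 82.1 in 32E and 17.9 ± 2.97 in 32S (SD, n = 3, log2 fold change 4.29, SE 0.15, adjusted p = 5.02e-10 in limma). Of 27 tested apical patterning genes, 22 were higher in 32E and none in 32S, the same when adjusted over the list alone (camera, adjusted p = 3.61e-08, and adjusted p = 0.0808 with an estimated correlation). Some members of this list, such as WOX2, HAN and DRN, are genes the paper names.

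**Figure D3:**
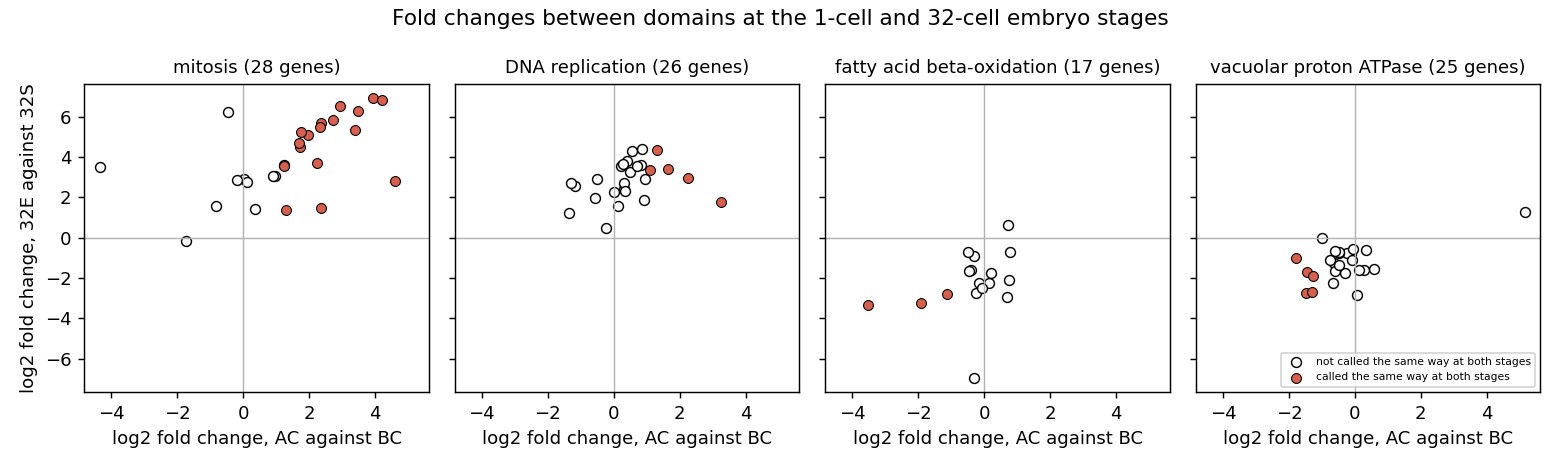
Log2 fold change of AC against BC (horizontal axis) and of 32E against 32S (vertical axis) for the genes of 4 lists, of mitosis, DNA replication, β-oxidation and the vacuolar proton ATPase. Each point is a gene, filled when called the same way at both stages, as 17 of the 28 mitosis genes were.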

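Genes of β-oxidation and the vacuolar proton ATPase were higher in 32S than in 32E. Of 17 β-oxidation and glyoxylate genes, 13 were higher in 32S and none in 32E, and 3 were higher in BC than in AC, with the same counts when adjusted over the list alone. KAT2 (AT2G33150), the main peroxisomal thiolase, was at FPKM 109 ± 23.7 (SD, n = 3 libraries) in AC, 409 ± 14.7 in BC, 67 ± 9.39 in 32E and 630.2 ± 42.5 in 32S, a log2 fold change of -3.22 (SE 0.14, adjusted p = 2.63e-09) of 32E against 32S in limma's test. The set was higher in 32S (camera, adjusted p = 5.91e-06, and adjusted p = 0.0808 with an estimated correlation). Of 25 vacuolar proton ATPase genes, 16 were higher in 32S and none in 32E, and 6 were higher in BC and 1 in AC, the same when adjusted over the list alone (camera for 32S, adjusted p = 5.42e-07, and adjusted p = 0.0808 with an estimated correlation, and for BC adjusted p = 0.0199, and adjusted p = 0.333 with an estimated correlation). VHA-C2 (AT1G19910), a proteolipid subunit of the pump, was at 50.5 ± 4.39 in AC and 125 ± 1.86 in BC (SD, n = 3, log2 fold change -1.30, SE 0.08, adjusted p = 2.23e-07 in limma). Of 18 listed programmed cell death genes, 5 were tested. Of these 5, 3 were higher in 32S and none in 32E, the same when adjusted over the list alone (camera, adjusted p = 0.0413, and adjusted p = 0.282 with an estimated correlation, and the call also ended with a pseudocount of 0.1, with adjusted p = 0.0627). CEP1 was at 4.97 ± 1.67 in AC and 0.463 ± 0.395 in 32E. Among the BCL-maintained genes called here were 5 of the 25 vacuolar proton ATPase genes (Fisher's exact test, 2-sided, adjusted p = 0.0481 over 34 tests), 3 of the 17 β-oxidation genes (adjusted p = 0.161) and 2 of the 5 programmed cell death genes (adjusted p = 0.095), so the last 2 lists did not pass. These tests take genes as independent, which correlated genes are not, so their p can be too small. From the processes found in each set of genes, the paper concludes that those of the ACL and of the BCL form separate pathways that guide the specification of the lineages.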

### Cell lineage-specific lncRNAs and alternative splicing

lncRNAs are widely distributed in animals and plants^20–23^ and play important roles in the regulation of gene expression. In animals, thousands of lncRNAs have been identified in the transcriptome of embryos, and the temporary expression of these lncRNAs during embryo development were analyzed^24–26^. A series of studies on the lncRNAs revealed their critical roles in embryogenesis, such as maintaining embryonic stem cell identity, establishing the cardiovascular lineage and imprinting^27–31^. In plants, thousands of lncRNAs have also been identified in the vegetative tissues under normal and stress conditions^20,32^. Function analysis revealed that some of them were involved in photomorphogenesis^33^, flowering time control^34^, and male fertility^35,36^. However, the expression of lncRNAs and their roles in early embryogenesis, especially in cell lineage specification, are unclear. We detected 990 lncRNAs (of which 717 were novel) with a mean length of 1183 nt in the transcriptome data (Supplementary Data 5); these were primarily generated from the sense and antisense strands of protein-coding genes and intergenic regions (Fig. 6a–c). To validate the predicated lncRNAs, twenty of them were selected for reverse transcription polymerase chain reaction (PCR) and Sanger sequencing. The transcripts of all selected lncRNAs were successfully amplified from the cDNA prepared from 32-cell embryos (Supplementary Fig. 8). All confirmed lncRNA sequences are highly consistent with the assembled lncRNA sequences (Supplementary Data 6), confirming the high reliability of predicated lncRNAs from our cell lineage-specific transcriptomes.

**Fig. 6:**
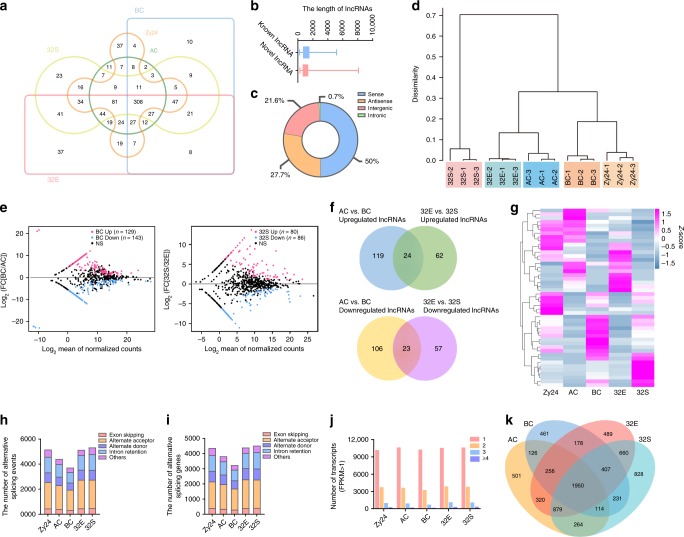
The expression of lncRNAs and alternative splicing isoforms during the process of apical and basal cell lineage specification. **a** Venn diagram of the lncRNAs in five different cell types. **b** The length of known and novel lncRNAs identified in early embryos. Whiskers in box plots indicate the minimum and maximum length of lncRNAs. **c** Proportions of different types of lncRNAs identified in early embryos. **d** Hierarchical clustering of zygote, apical, and basal cell lineages of early proembryos based on the expression of lncRNAs. **e** MA plots depict differentially expressed lncRNAs between apical and basal cell, or between 32E and 32S. **f** Overlap analysis of upregulated or downregulated lncRNAs between AC/BC and 32E/32S. **g** Heatmap showing the expression of apical cell lineage- and basal cell lineage-maintained lncRNAs in early embryogenesis. **h**, **i** The number of alternative splicing events (**h**) and genes (**i**) in different cells. **j** The number of genes with different transcripts in each cell type. **k** Overlap analysis of alternative splicing transcripts identified in apical and basal cell lineages.

Hierarchical clustering analysis of lncRNAs led to the classification of 15 transcriptomes into similar five groups as protein-coding genes, suggesting the potential roles of lncRNAs in lineage specification of early embryos (Fig. 6d). To confirm this, the expression pattern of those lncRNAs in early embryos was analyzed. Consistent with protein-coding RNAs, the lncRNAs exhibited cell lineage- and developmental stage-dependent expression. Asymmetric zygote division results in differential expression of lncRNAs in apical and BCs (Fig. 6e, f). 

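Of 221 annotated lncRNA genes of the paper's list that the expression files hold, 113 were tested. The start and end in the paper's list are those of the annotated gene for 60 of the 221. For the others, the FPKM of the annotated gene can come from another transcript than the paper's. Of the 113 tested genes, 22 were higher in AC and 32 in BC, and 16 were higher in 32E and 17 in 32S, in limma's test (22 and 32, and 16 and 16, when adjusted over the list alone). The paper chose the list, so it is not independent evidence, and lncRNAs without an entry in these files were not measured.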

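Among the 113 tested lncRNA genes, 4 were higher in AC and in 32E, and 4 were higher in BC and in 32S. The overlap by chance was not computed for this list. These counts therefore do not show that more lncRNA genes were shared than by chance. Over time, 15 of these lncRNA genes rose and 9 fell from AC to 32E, while 27 rose and 24 fell from BC to 32S.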

A number of cell lineage-specific lncRNAs were identified in the ACL and BCL (Fig. 6g) and may be involved in ACL and BCL specification.

Alternative splicing, an important conserved mechanism for regulating gene expression, generates multiple transcripts from the same gene in both animals and plants. In animals, genome-wide analysis of alternative isoforms in embryos across different developmental stages have been performed and reveals that alternative splicing of pre-mRNA is developmentally regulated in embryogenesis^25,37^ and associated with regulating embryonic stem cell pluripotency^38^. In plants, genome-wide analysis of alternative splicing of pre-mRNA has also been investigated during vegetative development and stress response^39–41^. However, alternative splicing in early embryo development remains unknown. To investigate the expression of alternative transcripts in early embryos, we first examined alternative splicing events in various cells. A data set comprising 23,766 alternative splicing events of 5 different types was constructed based on our cell type-specific transcriptome (Fig. 6h). The results revealed that more than one transcript of 2500–3500 genes (18–24% of those expressed in different cell types) is expressed in different cell types (Fig. 6i, j). Notably, the alternative splicing events varied according to developmental stage and cell type. We found 1964 specific alternative transcripts in ACs and 1277 in BCs (Fig. 6k). We also identified 320 ACL-specific and 231 BCL-specific isoforms among these cell type-specific transcripts (Fig. 6k), suggesting that alternative splicing may aslo contribute to lineage specification during early embryogenesis.

### Distinct transcription programs in the ACL and BCL

To investigate transcriptional regulation during lineage specification, we evaluated the spatial and temporal gene expression pattern of transcription factor (TF) genes. The TF genes were first screened according to the annotated TF genes in the *Arabidopsis* TF database 4.0 (http://planttfdb.cbi.pku.edu.cn). 

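All 954 transcription factor (TF) genes of the paper's list had a mean FPKM of at least 1 in at least 1 of the 4 groups. The paper chose its list by that level in these libraries, so this total was fixed by the choice. In single groups, 679 reached this level in AC, 599 in BC, 782 in 32E and 727 in 32S, and 470 reached it in all 4. Under a stricter count, with FPKM above 1 in all 3 libraries, 597 TF genes were expressed in AC, 543 in BC, 705 in 32E and 655 in 32S.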

We detected the expression of 954 of 1717 TF genes (FPKM ≥ 1) in both the ACL and BCL (Fig. 7a and Supplementary Data 7). 

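Of 902 tested TF genes, 231 were higher in AC and 141 in BC (228 and 141 when adjusted over the list alone), and 242 were higher in 32E and 195 in 32S (240 and 193). MYB96 (AT5G62470), a MYB factor gene of cuticular wax synthesis, was at FPKM 1.5 ± 2.59 (SD, n = 3 libraries) in BC and higher in AC, a log2 fold change of 6.23 (SE 0.52, adjusted p = 1.48e-06) in limma's test. WRKY26 (AT5G07100) was listed at 0 in AC and at 10.8 ± 0.361 in BC. From AC to 32E 214 TF genes rose and 136 fell (camera, adjusted p = 0.0385, and adjusted p = 0.363 with an estimated correlation), and from BC to 32S 291 rose and 183 fell. The camera call from AC to 32E also ended with median-ratio scaling (adjusted p = 0.0712). No TF family of at least 10 tested genes held more calls than the other TF genes after adjustment over 240 tests. The paper chose the list by expression in these libraries, so the counts are not independent evidence.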

Consistent with the divergence in the transcriptome, the expression of several hundred TF genes differed between AC and BC, confirming that the different transcriptional programs in AC and BC are established immediately after zygote division (Fig. 7b). 

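Of the tested TF genes, 61 were higher in AC and in 32E, and 42 were higher in BC and in 32S. The overlap by chance was not computed for TF genes. These counts therefore do not show that more TF genes were shared than by chance. FUS3 (AT3G26790), a B3 factor gene of seed development, was among the latter, listed at 0 in AC and at FPKM 20.4 ± 3.09 (SD, n = 3 libraries) in BC, 7.49 ± 5.08 in 32E and 367 ± 78.2 in 32S. WRKY2 (AT5G56270), an activator of WOX8, was at 2.60 ± 3.02 in AC and 41.8 ± 3.16 in BC (SD, n = 3, log2 fold change -3.98, SE 0.54, adjusted p = 5.74e-05 in limma), and at 3.38 ± 1.54 in 32E and 26.3 ± 2.68 in 32S, where its call ended with a pseudocount of 0.1.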

We identified 73 ACL- and 39 BCL-maintained TF genes among these DEGs (Fig. 7c), which were coexpressed with other cell lineage-maintained genes in each cluster (Fig. 7d, e; Pearson’s *r* > 0.87). Therefore, TFs and other lineage-specific genes form a combinatorial regulatory network for cell lineage specification during early embryogenesis.

**Fig. 7:**
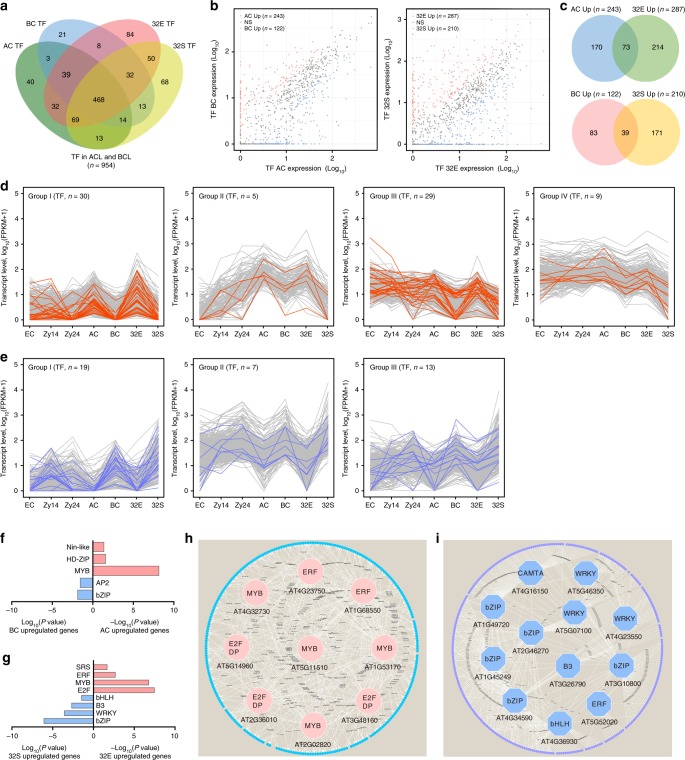
The regulatory networks of diverse transcription factors in apical and basal cell lineages of early proembryos. **a** Venn diagram showing expressed TF genes in AC, BC, 32E, and 32S (FPKM ≥ 1). **b** Scatterplot showing differentially expressed TF genes between AC and BC, and between 32E and 32S. **c** Overlap analysis of upregulated or downregulated TF genes between AC/BC and 32E/32S. **d**, **e** Identification of TF genes that are coexpressed with apical cell lineage- (**d**) and basal cell lineage-maintained (**e**) genes in early embryogenesis. Orange lines (**d**) and purple lines (**e**) indicate the TF genes in each group. **f**, **g** Enrichment of TF DNA binding motifs within the promoter regions of upregulated and downregulated genes between AC/BC (**f**) and 32E/32S (**g**). **h**, **i** Predicated regulatory networks between enriched TFs and their potential targeted genes in apical (**h**) and basal cell (**i**) lineages.

To investigate the links between TFs and other lineage-specific genes, we screened TF-binding motifs in the promoter regions of DEGs between AC and BC or 32E and 32S (Supplementary Data 8). The binding motifs of 362 TFs were distributed in the promoter regions of these DEGs. DNA motifs corresponding to the binding sites of MYB, HD-ZIP, and Nin-like TFs were significantly enriched in the AC-upregulated genes, and bZIP and AP2 TF-binding motifs were significantly overrepresented among the BC-upregulated genes (Fig. 7f). Similarly, MYB- and ERF-binding motifs were significantly enriched in the 32E-upregulated genes, whereas bZIP-, WRKY-, and bHLH-binding motifs were significantly overrepresented in the 32S (Fig. 7g). Therefore, it is worthy to further investigate the potential roles of these TFs and their target genes in the establishment of different transcription program in ACL and BCL for cell lineage specification (Fig. 7h, i).

## Discussion

In *Arabidopsis*, a zygote undergoes asymmetric division to generate two daughter cells with distinct sizes and developmental fates, resulting in morphologically and functionally specified ACL and BCL. The molecular mechanisms underlying apical and BC fate specification and selection of the developmental pathway are unclear. Previous studies identified genes expressed specifically in the ACL and BCL by in situ hybridization or reporter line analysis^17–19^. Attempts have also been made to profile embryo proper and suspensor cells of early proembryos using microarray technology during the past 10 years^8–10^. These pioneer works provide cell-type specific transcriptome information and valuable clues to distinguish the identities of different embryonic tissues during embryo pattern formation. However, genome-wide transcriptome analysis of apical and BC lineage specification is still hampered by technical difficulties in obtaining apical and BCs at 1-cell embryo stage. Therefore, a more complete transcriptome analysis of the ACL and BCL at different stages would shed light on the molecular mechanism of cell fate specification and facilitate identification of important regulatory factors. By overcoming technical limitations, high-resolution transcriptomes of ACL and BCL at 1-cell and 32-cell embryo stages were generated through RNA-seq technology, which fill in the gap of transcriptome dynamic during early embryogenesis and is required for the investigation of genome-wide gene activity that guides apical and BC lineage specification. Furthermore, the transcriptome data reported here provide more completed information on the cell type-specific gene expression which enables a comparative analysis of the data with previous available data to understand gene expression in different cell types or by different techniques (Supplementary Fig. 9).

We performed a detailed transcriptomic analysis of the ACL and BCL and identified several thousand DEGs in the two daughter cells of a zygote (Fig. 3a and Supplementary Fig. 10a–c), suggesting that the first zygote asymmetric division leads to an uneven distribution of transcripts. This is in line with our previous report that the initial round of cell fate specification occurs at the 2-cell proembryo stage^4^. Three mechanisms of the asymmetric distribution of apical and BCs have been proposed^19,42,43^: (i) asymmetric portioning of zygote-deposited transcripts into apical and BCs, (ii) specific de novo transcription in apical or BCs, and (iii) selective turnover of transcripts in apical or BCs. 

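The paper's list holds 101 genes higher in AC and 69 genes higher in BC with little expression at the 32-cell stage. The AC genes had a median FPKM of 3.15 in AC and 0 in BC, and the BC genes 2.9 in BC and 0 in AC. All 101 and all 69 had a mean FPKM under 1 in 32E and in 32S. Of 70 tested AC genes, 64 were called higher in AC, and of 53 tested BC genes, 52 were called higher in BC, with none called the other way in limma's test. In the other cell, 72 of the 101 AC genes and 41 of the 69 BC genes were listed at 0. The paper selected the genes from these libraries, so the directions are not independent evidence, and zygote values were not measured in them.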

Consistent with the first proposal, we identified 170 DEGs between apical and BCs that were highly expressed in zygotes, but at negligible levels in 32-cell embryos, suggesting that these transcripts are inherited unevenly by the two daughter cells following asymmetric zygote division (Supplementary Fig. 10d, h and Supplementary Data 9). However, 2577 DEGs between apical and BCs were due to specific de novo transcription, implying that the ACL and BCL require cell lineage-specific transcription machinery to guide cell fate specification (Supplementary Fig. 10b, c). Consistent with our results, genes specifically activated in the suspensor, such as *G564* in *Phaseolus coccineus* has been identified^44^. In addition, selective transcript degradation contributes to the divergence of the ACL and BCL. These genes are abundant in zygotes and specifically expressed in the ACL or the BCL (Fig. 3d, e and Supplementary Fig. 10f, j). We propose that asymmetric zygote division leads to uneven inheritance of transcripts; however, the distinct transcript profiles of the ACL and BCL mainly result from cell type-specific de novo transcription and selective deletion of the inherited transcripts (Supplementary Fig. 10). This establishes a cell lineage-specific transcription program to promote ACL and BCL specification during early embryogenesis.

Although it is well-known that the developmental pathways of the two daughter cells of a zygote are distinct, the molecular basis is unclear. The MAPK signaling cascade^45,46^ and WRKY2-WOX8 transcription cascade^47,48^ are involved in the cell fate determination of the BCL. However, the key components in regulation of cell fate determination and the differences of regulatory pathways between apical and BC lineages are unknown. A comparative transcriptome analysis revealed that transcriptome reconstruction occurs shortly after zygote division (Fig. 1), leading to different gene expression profiles between apical and BCs. Dramatic changes in gene-expression profile were found during BCL compared with ACL development (Fig. 3), suggesting involvement of different regulatory machineries. In animals, both TFs and lncRNAs regulate gene expression and cell lineage specification. For example, lncRNAs^30,49^ and TFs^50–52^ with potentially critical roles in lineage specification have been identified in a variety of cell types. Indeed, we found that cell lineage-specific TFs are coexpressed with other lineage-specific genes to form a regulatory network for cell lineage specification (Fig. 7). More interestingly, cell lineage-specific lncRNAs (Fig. 6) were identified in the cell lineage-specific transcriptomes. The roles of these lineage-specific TFs and lncRNAs require investigation. Furthermore, we identified 320 ACL-specific and 231 BCL-specific isoforms among the cell type-specific transcripts, suggesting a role for alternative splicing in ACL and BCL specification (Fig. 6k). Thus, multiple factors may regulate ACL and BCL specification in a coordinated manner.

The life cycle of animals and plants typically alternates between diploid and haploid generation. Diploid generation is initiated by the fusion of a sperm cell and egg cell, giving rise to a fertilized egg cell (also called a zygote). Hence, the zygote is the starting point of early embryogenesis. However, unlike animals, in which the zygote develops into the embryo, plant zygotes undergo asymmetric division to generate two daughter cells, which make different contributions to the new generation. The smaller daughter cell (AC) divides to form the major parts of a mature embryo, whereas the larger daughter cell (BC) contributes only to the formation of the hypophysis; other suspensor cells degenerate and do not contribute to the next generation^1,53^. Our transcriptome analysis revealed that distinct gene expression profiles were established immediately following zygotic division. Interestingly, an unsupervised clustering analysis showed that BCs are more similar to zygotes than ACs in terms of their intrinsic gene expression profile. Consistent with these results, the BCL is reportedly capable of cell-fate conversion of the BC to a zygote-like cell, which could divide to form a typical embryo with an embryo proper and a suspensor similar to the original zygote^5^. However, when the BC is destroyed at the 1-cell embryo stage, the AC cannot return to a zygote-like state and develop into a typical embryo^5^.

All these findings raise a very interesting question that at which stage embryogenesis pathway is turned on or initiated, although it seems generally accepted that the embryogenesis is triggered in zygote stage. Based on our analysis, we found no strong evidence for the conclusion, instead, we propose two possibilities for the initiation stage of embryogenesis. First, embryogenesis is triggered in zygotes and both the apical and BC inherit the necessary components for triggering embryogenesis from the zygote, which endues both cells the embryogenesis potential. However, the embryogenesis potential of the BC is normally suppressed by the AC^6^; thus, only the AC undergoes embryogenesis. Second, embryogenesis is initiated in ACs in plants. In this case, embryogenesis is activated only in the AC by de novo transcribed factors based on the molecular components from the zygote. This may explain why when the AC is laser ablated, the BC acts as a zygote and divides once to produce a new AC, which further divides to form an embryo^5^. Both of these proposals warrant further investigations. Further study to confirm these proposals is necessary for our research strategy in understanding the molecular mechanism regulating embryogenesis initiation. In the former case, we should search for the critical factors that trigger embryogenesis in zygotes and the factors may be shared by both apical and BCs, whereas in the latter case, the embryogenesis is triggered only in the AC and thus those factors guiding the cell to the embryogenesis pathway should be AC-specific. Thus, the comparative transcriptome analysis of apical and BC will provide valuable clues and the AC, but not the zygote, will be the target cell for our further investigation.

## Methods

### Materials

*Arabidopsis thaliana* ecotype Columbia-0 seeds were cultivated in greenhouse under long-day conditions (16 h light/8 h dark) at 22 ± 1 °C.

### Embryo isolation

Early *Arabidopsis* embryo isolation and the separation of apical and BC lineages of early proembryos were performed according to our previous protocol^11^. For embryo isolation, *Arabidopsis* seeds were collected in the enzyme solution (0.1% cellulase R10, 0.08% macerozyme R10, 80 mM d-Sorbitol, 10% glycerol, 0.058% MES, pH = 5.8) for 30 min at 25 °C, followed by three washes in the washing solution (80 mM d-Sorbitol, 10% glycerol, 0.058% MES, pH = 5.8). Early embryos were then isolated manually from the seeds with two fine glass needles under an inverted microscope. Apical and BC lineages of early proembryos were separated using LMD System (Leica, Germany), and collected under an inverted microscope by the micromanipulation. Isolated apical and BC lineages were extensively washed four times and transferred into lysis buffer (Life Technologies, USA) and stored in liquid nitrogen for mRNA isolation.

### cDNA preparation and library construction for RNA-seq

mRNA was extracted from all sample (17–23 apical or BC cells [and their descendants] per sample) using a Dynabeads mRNA DIRECT Micro Kit (Life Technologies, USA). cDNA synthesis and double-stranded cDNA amplification were performed according to our previous protocol using a SMARTer Ultra Low RNA Kit for Illumina Sequencing (Clontech, USA). PCR-amplified cDNA was purified using an Agencourt AMPure PCR Purification Kit (Beckman Coulter). Purified cDNA was validated using an Agilent 2100 Bioanalyzer and Agilent’s High Sensitivity DNA Kit (Agilent Technologies).

RNA-Seq libraries were prepared using a NEBNext Ultra DNA Library Prep Kit for Illumina (New England Biolabs) according to the reference guide, and sequenced on an Illumina HiSeq X Ten, generating about 6 Gbp raw sequence data for each library.

### RNA-Seq data analysis

Reads that contained adapters and low quality reads (ambiguous bases >10%) were removed from the raw data using Cutadapt version 1.15 (ref. ^54^) with the parameters “--trim-n -m 148 -g -G -o -p” and an in house script. Paired-end clean reads of each sample were then mapped to the genome (Col-0 genome reference, TAIR10) using Bowtie 2 (ref. ^55^) with the parameters “-q --sensitive --dpad 0 --gbar 99999999 --mp 1,1 --np 1 --score-min L,0,-0.1 -I 1 -X 1000 --no-mixed --no-discordant -p 2 -k 200 -x -1 -2”. Gene expression levels were quantified and normalized as FPKM measurements. FPKM value calculation was performed using RSEM^56^ with the parameters “--paired-end --bam”. DEGs between different cell types were identified using DESeq2 (ref. ^57^) with the parameters “-list -diff -group -log_2_ 1 -padj 0.01 -outdir”. Genes with a fold change value ≥2 and FDR < 0.01 were considered as significant DEGs. The level of contamination in the transcriptome data generated from seed coat and endosperm was assessed using the software with the default parameters (https://github.com/Gregor-Mendel-Institute/tissue-enrichment-test)^13^.

### lncRNA analysis

We identified lncRNAs from our transcriptome data according to the following procedures. Firstly, clean reads of each sample were mapped to the genome using Tophat2 (v2.1.1; http://tophat.cbcb.umd.edu/) with the parameters “-G -p 6 --library-type fr-unstranded -i 20 -I 500000 -o”, and then putative transcripts were assembled using Cufflinks (v2.2.1; http://cufflinks.cbcb.umd.edu/) with the parameters “-F 0.3 -u -g -o”. Second, all putative transcripts were merged using Cuffmerge with the parameters “-g -s -o -p 12” to generate a set of transcripts, and transcripts that overlapped with annotated protein-coding genes or with one exon (length < 200 nt) were removed. Third, lncRNAs were determined using following five independent programs: CNCI (v2) with the parameters “-p 1 -m pl -f -o”, CPC (v0.9-r2) with the default parameters, PLEK (v1.2) with the default parameters, CPAT (v1.2.2) with the default parameters and pfam_scan (v1.6-1) with the parameters “-translate all -fasta -dir -outfile”. Transcripts that passed through at least four programs were annotated as lncRNAs. The expression levels of lncRNAs were quantified using RSEM^56^ with the parameters “--paired-end --bam”. Differentially expressed lncRNAs were identified using DESeq2 (ref.^57^) with the parameters “-list -diff -group -log_2_ 1 -padj 0.01 -outdir”.

### Alternative splicing analysis

Alterative splicing events were identified from the transcripts (FPKM ≥ 1) assembled from the transcriptome of each cell type using ASTALAVISTA (v3.2)^58^ with the parameters “-t asta -i -o”, and alterative splicing events in different cell types were compared using an in house script (https://github.com/frasergen-rna/AS-cmp). Alterative splicing events were classified into four basic types including exon skipping, alternative acceptor site, alternative donor site, and intron retention using ASTALAVISTA.

### TF analysis

The 1717 *Arabidopsis* TFs and their functional binding sites were downloaded from the plant TF database PlantTFDB (http://planttfdb.cbi.pku.edu.cn/). The functional binding sites of each TF were screened in DEGs between apical and BC lineage at different stages using FunTFBS (http://planttfdb.cbi.pku.edu.cn/). The location of each TF-binding site was confirmed using an in-house script (https://github.com/frasergen-rna/TF_prediction). Genes with TF-binding sites in the promoter regions (−500 ~ +100) and with similar expression pattern with targeted genes were chosen for further analysis. Enrichment *P* value of each TF was calculated using hypergeometric test in the R package and was adjusted using the FDR method. Predicated regulatory networks between enriched TFs and their potential targeted genes were visualized using Cytoscape (v3.7.2).

### GO analysis

GO terms for *Arabidopsis* genes were downloaded from the TAIR (https://www.arabidopsis.org/). The number of genes in each GO term was calculated, and then GO enrichment analysis was performed using hypergeometric test in R package.

### Vector construction and plant transformation

To generate GFP fusion protein reporter lines, DNA fragments containing promoter region and coding sequences were amplified from *Arabidopsis* genomic DNA and inserted into the vector pART 27 upstream of *GFP*. All GFP fusion vectors were transformed into *Arabidopsis* using *Agrobacterium tumefaciens* strain GV3101 according to a previous protocol^59^. The primers for DNA amplification were listed in Supplementary Table 2.

### Confocal microscopy analysis

Isolated zygotes and embryos were stained in the solution containing 0.1% (v/v) SR2200 and 4% para-formaldehyde. GFP and SR2200 fluorescence of zygotes, and early embryos were observed using a confocal microscope (Leica TCS SP8, Germany).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Reporting Summary

## Data Availability

Data supporting the findings of this study are available within the main text and its Supplementary Information files. A reporting summary for this Article is available as a Supplementary Information file. All RNA-seq data have been uploaded to the NCBI Gene Expression Omnibus (GEO) under accession GSE135422. The source data underlying Figs. 2, 3, 6a–c, e, f, h–j, 7 as well as Supplementary Figs. 2, 3b, 4a–c, 8, and 10d–g, h–k are provided as a Source Data file. All other data that support the findings of this study are available from the corresponding author upon request.

## Source Data

Source Data

## Code availability

The code and software sources from previously published paper are listed in the Methods. The in house scripts for alternative splicing analysis (https://github.com/frasergen-rna/AS-cmp) and TF analysis (https://github.com/frasergen-rna/TF_prediction) are publically available from GitHub. All other details of the code used in this study are available from the corresponding author upon request.

# Supplementary material for: Cell lineage-specific transcriptome analysis for interpreting cell fate specification of proembryos
**Source:** Nat Commun. 2020 Mar 13;11:1366. doi: 10.1038/s41467-020-15189-w
**Supplement:** Supplementary file 1 — Supplementary Information

Cell lineage-specific transcriptomes analysis for interpreting cell fate specification of proembryos

Zhou *et al.*

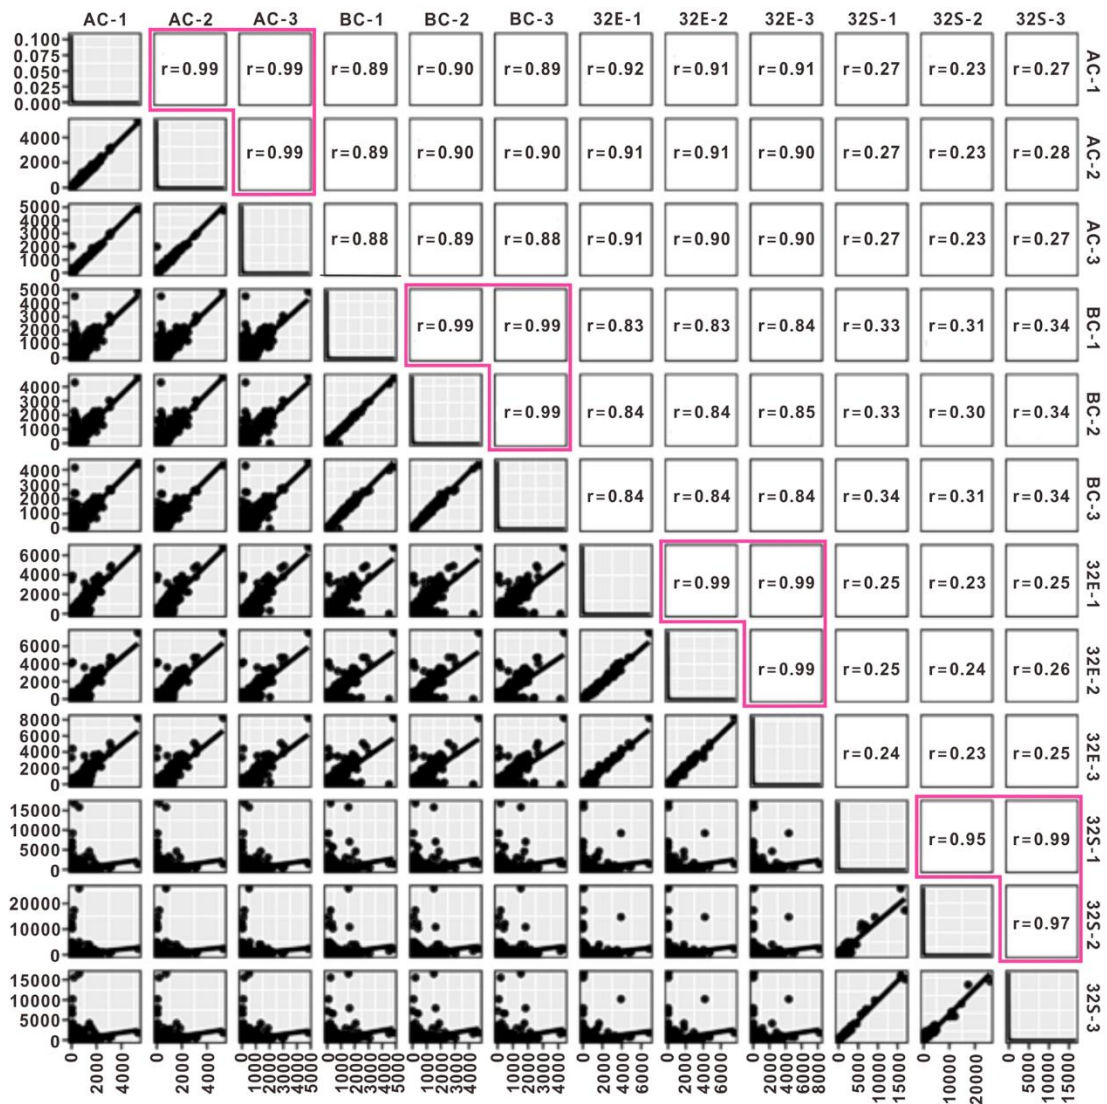

Supplementary Fig. 1 RNA-seq data from three biological replicates of each cell type are highly correlated.

The correlation coefficients between different samples are calculated according to the Pearson's correlation coefficient method. Three biological replicates of each cell type are delineated using magenta lines. AC, Apical cell; BC, Basal cell; 32E, embryo proper of 32-cell embryo; 32S, suspensor of 32-cell embryo. Same abbreviations were also used in the following figures.

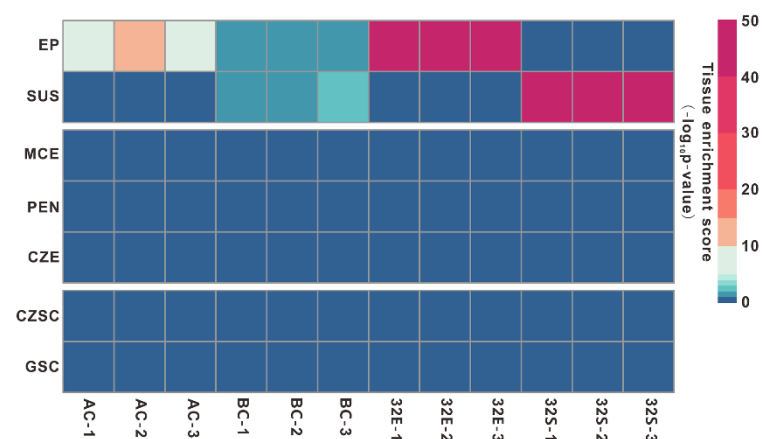

Supplementary Fig. 2 Detection of RNA contamination in each transcriptome.

Heat map displaying the results of tissue enrichment test of the transcriptomes of AC, BC, 32E and 32S. EP, embryo proper; SUS, suspensor; MCE, micropylar endosperm; PEN, peripheral endosperm; CZE, chalazal endosperm; CZSC, chalazal seed coat; GSC, general seed coat.

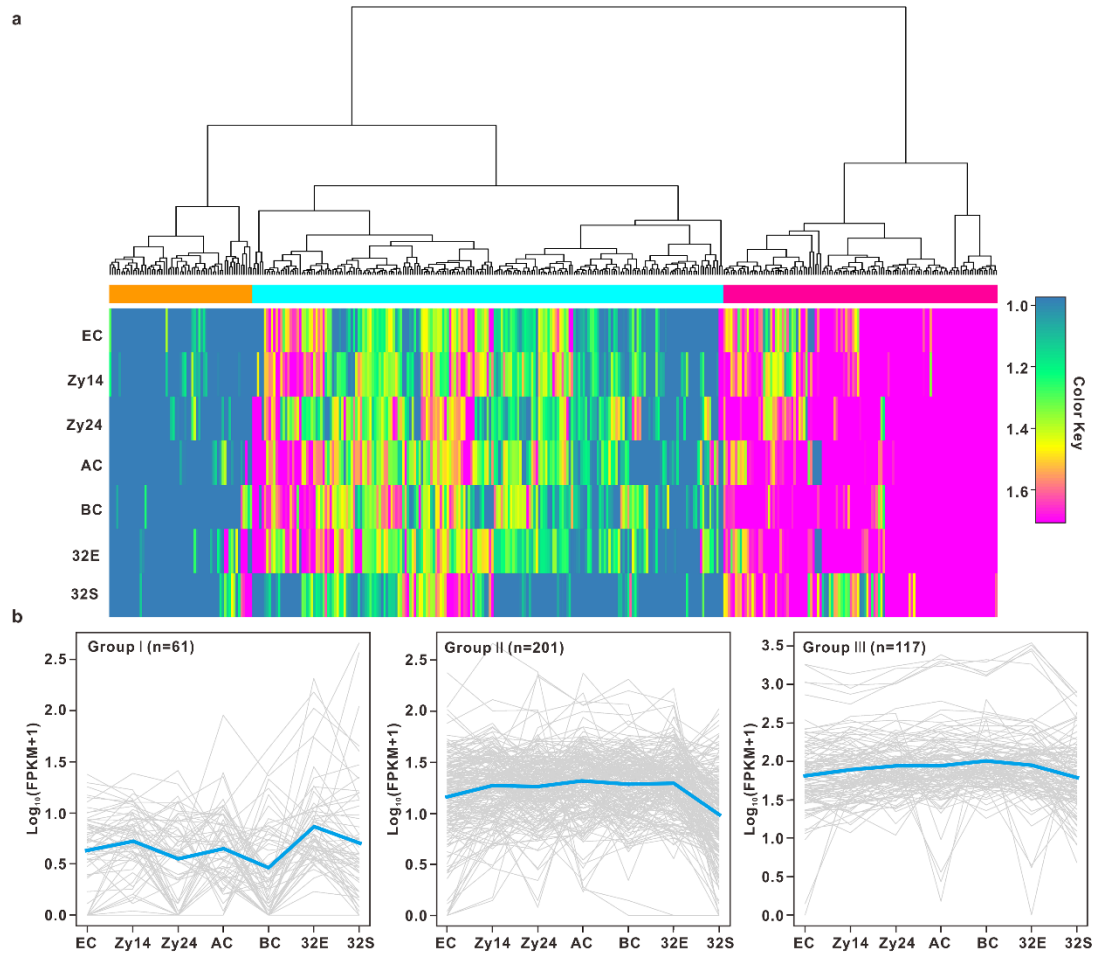

Supplementary Fig. 3 Hierarchical clustering of *EMBRYO-DEFECTIVE (EMB)* genes in different cell types.

a Heatmap showing the clustering results of *EMB* genes. **b** Expression profiles of the *EMB* genes in the egg cell, zygotes, apical and basal cell lineages of early proembryos. Blue line in each plot indicates the mean expression level of *EMB* genes.

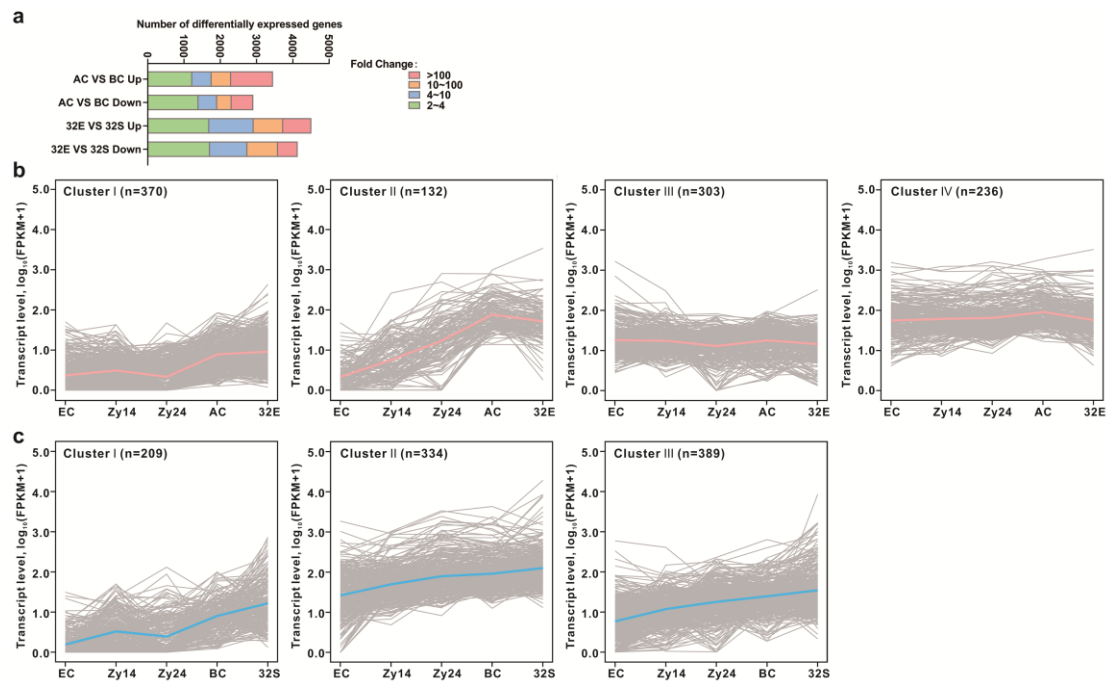

Supplementary Fig. 4 Expression profile of cell lineage-maintained genes during early embryogenesis.

a Graph showing the number of differentially expressed genes between apical and basal cell lineages at 1-cell and 32-cell embryo stage. **b** Expression profiles of the apical cell lineage- maintained genes in egg cells, zygotes, apical cell and embryo proper of 32-cell embryo. **c** Expression profiles of basal cell lineage-maintained genes in egg cells, zygotes, basal cell and suspensor of 32-cell embryo. Pink lines (**b**) and blue lines (**c**) indicate the mean expression level of all genes in different groups. EC, egg cell; Zy14, zygotes at 14 h after pollination; Zy24, zygotes at 24 h after pollination; AC, apical cell; BC, basal cell; 32E, embryo proper of 32-cell embryo; 32S, suspensor of 32-cell embryo.

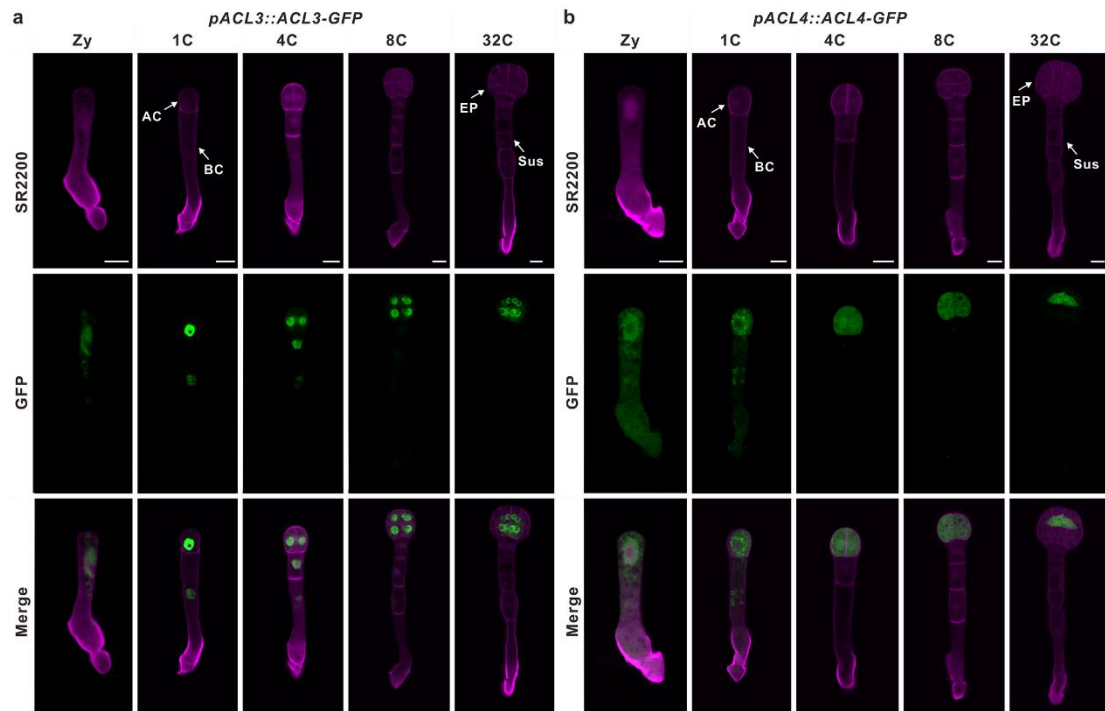

Supplementary Fig. 5 Expression pattern of selected apical cell lineage-maintained genes.

a, b Spatio-temporal expression of *ACL3* (**a**) and *ACL4* (**b**) in early embryogenesis. Bar=10 μ m. Zy, zygote; 1C, 1-cell embryo; 4C, 4-cell embryo; 8C, 8-cell embryo; 32C, 32-cell embryo; AC, apical cell; BC, basal cell; EP, embryo proper; Sus, suspensor.

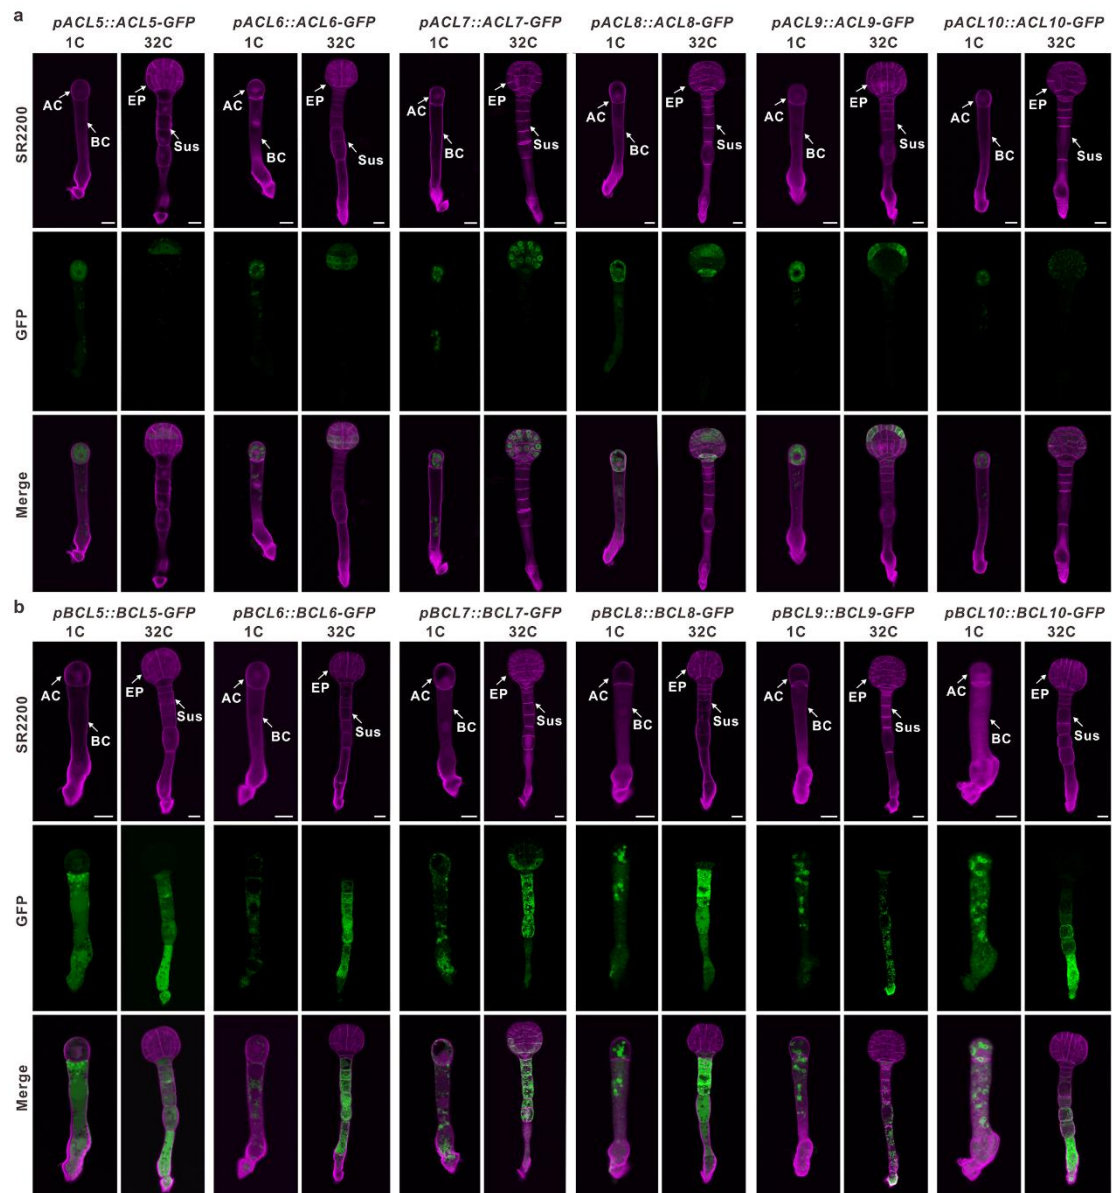

Supplementary Fig. 6 Expression pattern of selected cell lineage-maintained genes.

a, b Spatio-temporal expression of *ACL* (**a**) and *BCL* (**b**) marker genes in early proembryos at 1-cell and 32-cell embryo stage. Bar=10 μ m. 1C, 1-cell embryo; 32C, 32-cell embryo; AC, apical cell; BC, basal cell; EP, embryo proper; Sus, suspensor.

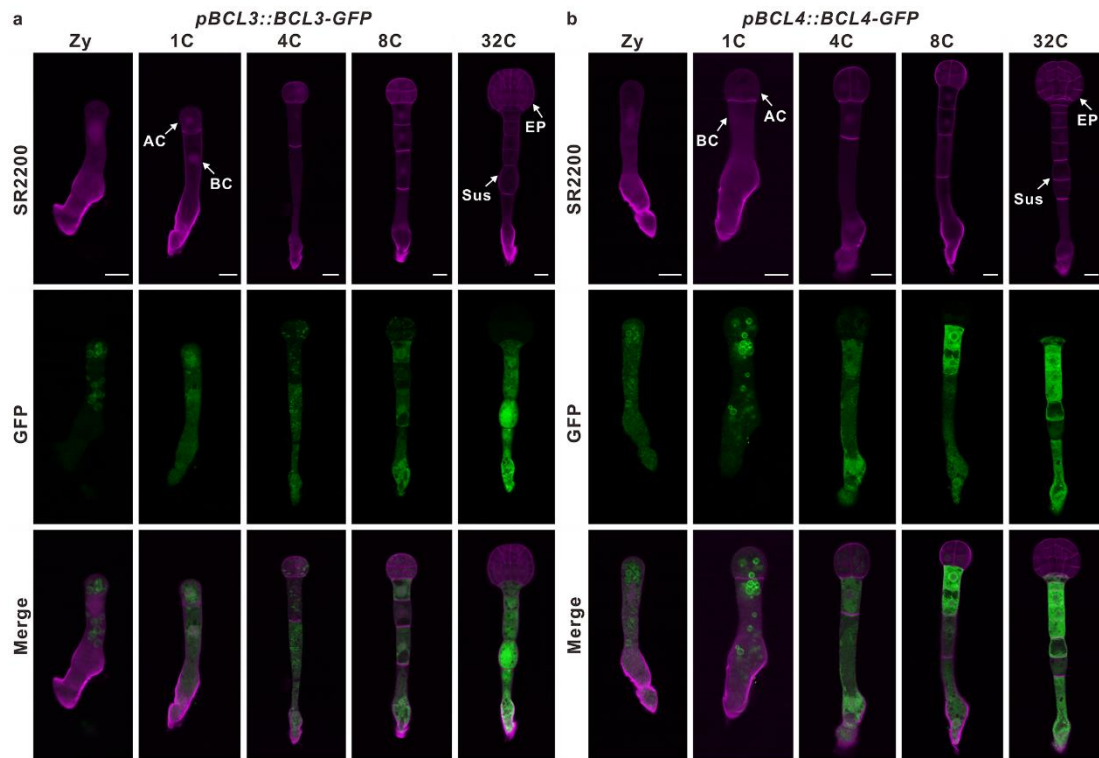

Supplementary Fig. 7 Expression pattern of selected basal cell lineage-maintained genes.

a, b Spatio-temporal expression of *BCL3* (**a**) and *BCL4* (**b**) in early embryogenesis. Bar=10 μ m. Zy, zygote; 1C, 1-cell embryo; 4C, 4-cell embryo; 8C, 8-cell embryo; 32C, 32-cell embryo; AC, apical cell; BC, basal cell; EP, embryo proper; Sus, suspensor.

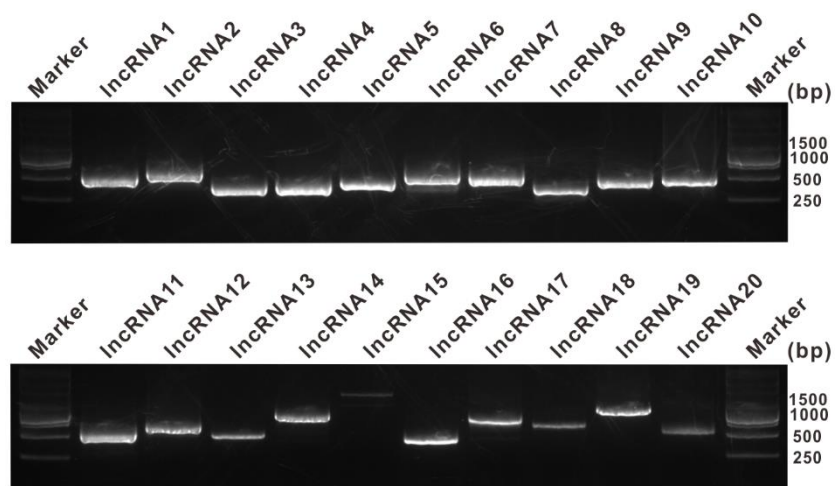

Supplementary Fig. 8 The expression of selected twenty lncRNAs in 32-cell embryos were confirmed by RT-PCR analysis.

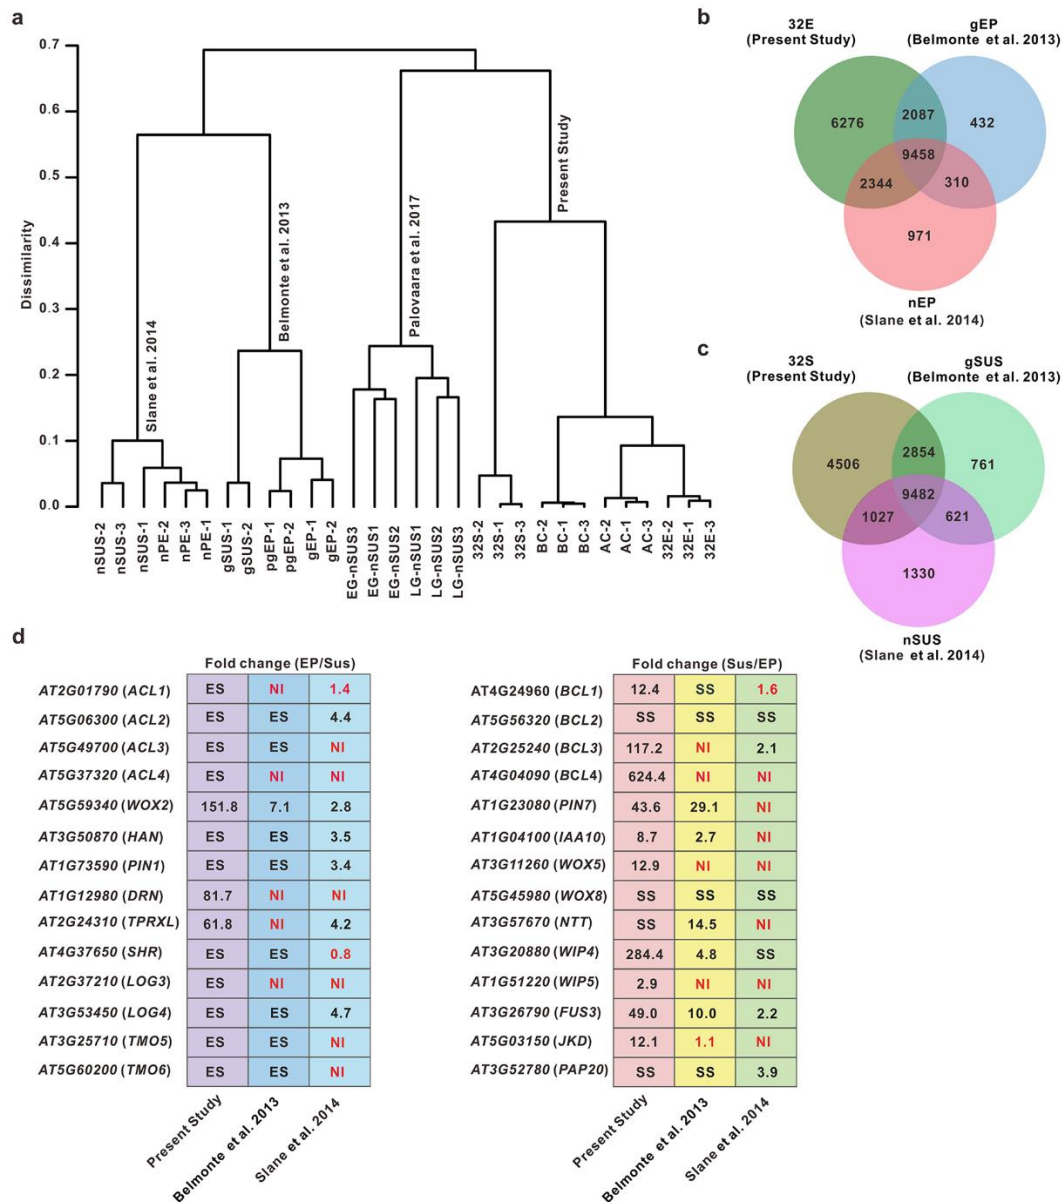

Supplementary Fig. 9 Comparison analysis of the nuclear and cellular transcriptome data of embryo proper and suspensor from different reports.

a Hierarchical clustering of the nuclear and cellular transcriptomes of embryo proper and suspensor from different reports. **b, c** Comparisons of detected genes in the transcriptome of embryo proper (**b**) and suspensor (**c**) from different reports. **d** Expression data (fold change) of genes with known expression pattern in the transcriptome from different reports. nSUS, suspensor nuclei; nPE, embryo proper nuclei; (GSE60242; Slane *et al.* 2014); gSUS, suspensor of globular embryo; gEP, embryo proper of globular embryo; pgEP, embryo proper of preglobular embryo; (GSE12404; Belmonte *et al.* 2013); EG-nSUS, early globular (EG)_suspensor nuclei; LG-nSUS, late globular (LG)_suspensor nuclei (GSE89101; Palovaara *et al.* 2017). EP, embryo proper; SUS, suspensor; ES, embryo proper specifically expressed gene; SS, suspensor specifically expressed gene; NI, not identified.

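The 32-cell libraries give levels for genes with known patterns in the embryo proper or suspensor. SHR (AT4G37650), a GRAS factor gene of root patterning, was at FPKM 25.7 ± 1.41 (SD, n = 3 libraries) in 32E, and TMO5 (AT3G25710), a bHLH factor gene of vascular development, at 47.6 ± 8.34, and both were listed at 0 in 32S. NTT (AT3G57670), a zinc finger factor gene of the root meristem, was at 0.0567 ± 0.0982 in 32E and 80.9 ± 4.37 in 32S (SD, n = 3, log2 fold change -6.28, SE 0.16, adjusted p = 5.53e-11 in limma). WIP4 (AT3G20880), a related factor gene, was at 0.417 ± 0.45 in 32E and 118 ± 31.6 in 32S (SD, n = 3, log2 fold change -6.41, SE 0.26, adjusted p = 1.11e-09 in limma). PAP20 (AT3G52780), a purple acid phosphatase gene, was listed at 0 in 32E and at 858 ± 239.8 in 32S.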

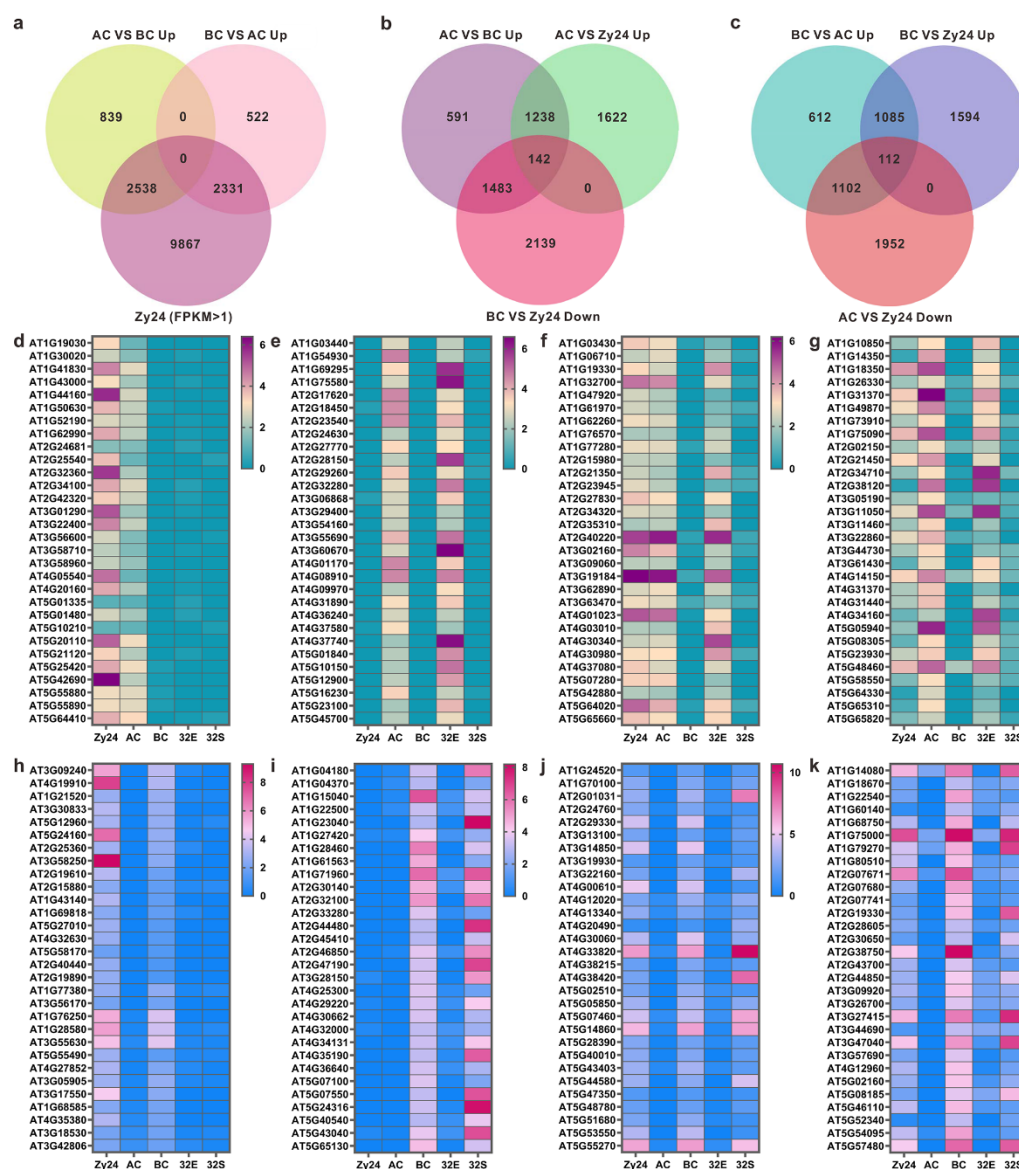

Supplementary Fig. 10 Expression pattern of differentially expressed genes between apical and basal cell in early embryogenesis.

a Majority of upregulated genes in apical or basal cell are also expressed in the zygote. **b** Preferentially expressed transcripts in the apical cell are mainly resulted from *de novo* transcription in apical cell, downregulation in basal cell or both. **c** Preferentially expressed transcripts in the basal cell are mainly resulted from *de novo* transcription in basal cell, downregulation in apical cell or both. **d-g** Heatmap showing representative transcripts preferentially accumulated in the apical cell due to the uneven portion from the zygotes (**d**), specific *de novo* transcription in the apical cell (**e**), specific transcript degradation in the basal cell (**f**), both *de novo* transcription in the apical cell and specific degradation in the basal cell (**g**); **h-k** Heatmap showing representative transcripts preferentially accumulated in the basal cell due to the uneven portion from the zygotes (**h**), specific *de novo* transcription in the basal cell (**i**), specific transcript degradation in the apical cell (**j**), both *de novo* transcription in the basal cell and specific degradation in the apical cell (**k**).

Supplementary Table 1. RNA-seq library statistics of apical and basal cell lineages of early proembryos

Group	Sample	Raw reads<br>pairs	Clean Reads<br>pairs	Clean base<br>(bp)	Total mapping<br>rate (ratio)	Uniquely mapped<br>(ratio)	Read pairs<br>overlapping gene<br>(ratio)	Expressed<br>gene<br>(FPKM>0)	Expressed<br>gene rate<br>(FPKM>0)	Expressed<br>gene<br>(FPKM>1)	Expressed<br>gene rate<br>(FPKM>1)	Expressed<br>gene<br>(FPKM>1)	Expressed<br>gene rate<br>(FPKM>1)
AC	AC-1	28,285,967	23,167,971	6,950,389,461	42,248,472(91.2%)	41,797,873(90.2%)	21,177,833(91.4%)	16,171	49.9%	14,562	45.0%	14,517	44.8%
	AC-2	25,316,559	20,580,397	6,174,117,422	37,362,266(90.8%)	36,956,858(89.8%)	18,710,733(90.9%)	15,821	48.8%	14,496	44.7%		
	AC-3	20,676,207	16,699,630	5,009,888,431	31,531,763(94.4%)	31,080,068(93.1%)	15,159,097(90.8%)	14,392	44.4%	13,555	41.8%		
BC	BC-1	27,573,319	21,336,556	6,400,965,076	37,809,563(88.6%)	37,361,084(87.6%)	18,700,997(87.7%)	14,122	43.6%	13,034	40.2%	13,703	42.3%
	BC-2	33,391,555	26,211,683	7,863,502,806	46,908,077(89.5%)	46,400,217(88.5%)	23,107,752(88.2%)	14,846	45.8%	13,636	42.1%		
	BC-3	26,587,371	20,524,352	6,157,303,881	36,765,125(89.6%)	36,372,087(88.6%)	18,068,116(88.0%)	14,984	46.3%	13,784	42.5%		
32E	32E-1	23,028,416	17,068,189	5,120,450,732	31,983,336(93.7%)	31,554,263(92.4%)	15,530,651(91.0%)	17,594	54.3%	14,796	45.7%	15,104	46.6%
	32E-2	24,319,595	19,173,404	5,752,020,541	35,357,493(92.2%)	34,906,457(91.0%)	17,505,648(91.3%)	19,114	59.0%	15,322	47.3%		
	32E-3	22,284,666	16,937,254	5,081,175,624	31,329,485(92.5%)	30,928,030(91.3%)	15,609,421(92.2%)	17,663	54.5%	14,932	46.1%		
32S	32S-1	22,541,867	15,390,683	4,617,204,387	27,810,897(90.3%)	27,625,093(89.7%)	13,519,060(87.8%)	16,637	51.4%	14,788	45.6%	15,030	46.4%
	32S-2	23,983,509	16,989,540	5,096,855,939	30,480,963(89.7%)	30,270,195(89.1%)	14,433,027(85.0%)	16,516	51.0%	14,850	45.8%		
	32S-3	30,799,456	22,794,519	6,838,353,839	40,595,550(89.0%)	40,292,627(88.4%)	20,101,166(88.2%)	17,320	53.5%	14,963	46.2%		

Supplementary Table 2. Primers used for vector construction

Gene ID	Name	Forward (5'-3')	Reverse (5'-3')
AT2G01790	ACL1	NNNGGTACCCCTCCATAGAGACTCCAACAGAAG	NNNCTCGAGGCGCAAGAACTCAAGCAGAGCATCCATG
AT5G06300	ACL2	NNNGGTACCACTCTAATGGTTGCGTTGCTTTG	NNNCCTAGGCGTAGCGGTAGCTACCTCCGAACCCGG
AT5G49700	ACL3	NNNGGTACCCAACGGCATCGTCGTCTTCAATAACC	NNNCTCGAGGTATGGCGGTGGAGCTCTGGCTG
AT5G37320	ACL4	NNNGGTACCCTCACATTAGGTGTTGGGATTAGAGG	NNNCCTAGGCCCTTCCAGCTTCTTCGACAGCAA
AT1G19540	ACL5	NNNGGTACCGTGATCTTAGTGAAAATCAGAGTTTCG	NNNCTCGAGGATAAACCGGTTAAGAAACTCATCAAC
AT1G02390	ACL6	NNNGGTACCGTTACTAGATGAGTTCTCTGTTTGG	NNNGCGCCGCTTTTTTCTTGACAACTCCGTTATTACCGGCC
AT3G60670	ACL7	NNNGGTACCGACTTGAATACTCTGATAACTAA	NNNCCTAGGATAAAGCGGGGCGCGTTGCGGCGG
AT5G48350	ACL8	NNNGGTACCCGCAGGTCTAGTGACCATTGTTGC	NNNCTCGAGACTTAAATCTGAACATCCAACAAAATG
AT5G05940	ACL9	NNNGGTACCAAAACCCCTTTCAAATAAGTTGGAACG	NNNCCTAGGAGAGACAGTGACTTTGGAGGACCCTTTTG
AT2G05420	ACL10	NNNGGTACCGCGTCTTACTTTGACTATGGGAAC	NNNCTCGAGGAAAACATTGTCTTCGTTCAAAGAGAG
AT4G24960	BCL1	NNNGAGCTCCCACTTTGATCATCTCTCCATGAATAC	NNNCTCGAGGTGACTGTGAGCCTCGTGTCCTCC
AT5G56320	BCL2	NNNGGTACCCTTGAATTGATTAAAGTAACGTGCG	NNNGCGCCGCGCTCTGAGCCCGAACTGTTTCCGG
AT2G25240	BCL3	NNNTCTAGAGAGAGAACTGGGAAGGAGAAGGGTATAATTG	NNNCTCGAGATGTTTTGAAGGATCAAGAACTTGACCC
AT4G04090	BCL4	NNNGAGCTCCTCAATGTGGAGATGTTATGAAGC	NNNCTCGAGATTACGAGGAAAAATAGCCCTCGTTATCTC
AT3G59480	BCL5	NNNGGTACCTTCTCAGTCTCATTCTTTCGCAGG	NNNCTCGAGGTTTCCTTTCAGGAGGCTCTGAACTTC
AT5G57240	BCL6	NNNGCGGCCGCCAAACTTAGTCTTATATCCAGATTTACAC	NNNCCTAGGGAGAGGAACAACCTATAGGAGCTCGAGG
AT1G13590	BCL7	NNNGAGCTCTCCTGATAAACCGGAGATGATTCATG	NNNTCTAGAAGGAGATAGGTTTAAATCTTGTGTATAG
AT5G16570	BCL8	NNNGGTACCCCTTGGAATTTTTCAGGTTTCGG	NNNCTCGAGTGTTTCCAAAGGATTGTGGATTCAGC
AT5G53870	BCL9	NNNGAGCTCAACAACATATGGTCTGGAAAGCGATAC	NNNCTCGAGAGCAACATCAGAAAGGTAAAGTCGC
AT1G04645	BCL10	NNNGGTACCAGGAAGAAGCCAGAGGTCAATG	NNNCTCGAGCTTCCAAGGAAAAATTCGCC

# Supplementary material for: Cell lineage-specific transcriptome analysis for interpreting cell fate specification of proembryos
**Source:** Nat Commun. 2020 Mar 13;11:1366. doi: 10.1038/s41467-020-15189-w
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Differentially expressed genes in the process of apical and basal cell lineage specification.

File Name: Supplementary Data 2

Description: List of EMBRYO-DEFECTIVE (EMB) genes analyzed in the present study.

File Name: Supplementary Data 3

Description: Differentially expressed genes between apical and basal cell lineages of early proembryos at different stages.

File Name: Supplementary Data 4

Description: List of apical and basal cell lineage- maintained genes.

File Name: Supplementary Data 5

Description: The sequences of novel lncRNAs.

File Name: Supplementary Data 6

Description: Confirmed sequences of twenty novel lncRNAs.

File Name: Supplementary Data 7

Description: List of TF genes identified in the apical and basal cell lineages of early proembryos.

File Name: Supplementary Data 8

Description: List of TFs and their potential target-genes identified in apical and basal cell lineages of early proembryos at different stages.

File Name: Supplementary Data 9

Description: List of differently expressed genes between apical and basal cell that are hardly detected in 32-cell embryos.

# Supplementary material for: Cell lineage-specific transcriptome analysis for interpreting cell fate specification of proembryos
**Source:** Nat Commun. 2020 Mar 13;11:1366. doi: 10.1038/s41467-020-15189-w
**Supplement:** Supplementary file 13 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

☐	☒	The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒	A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒	The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐	A description of all covariates tested
☐	☒	A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒	A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒	For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐	For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐	For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☐	☒	Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	RNA-seq data were generated from Illumina HiSeq X Ten platform with PE150 mode.
Data analysis	Cutadapt (v1.15), Bowtie 2, RSEM, DESeq2, Tophat2, Cufflinks (v2.2.1), Cuffmerge, CNCI (v2), CPC (v0.9-r2), PLEK (v1.2), CPAT (v1.2.2), pfam_scan (v1.6-1), ASTALAVISTA (v3.2), FunTFBS and R package softwares were used for data analysis. Contamination in the transcriptome data sets was analyzed using the publicly available software (https://github.com/Gregor-Mendel-Institute/tissue-enrichment-test). The in house scripts for alternative splicing analysis (https://github.com/frasergergen-rna/AS-cmp) and TF analysis (https://github.com/frasergergen-rna/TF_prediction) are publically available from GitHub. All other details of the code used in the study are available from the corresponding author upon request.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All RNA-seq data have been uploaded to the NCBI Gene Expression Omnibus (GEO) under accession GSE135422. The source data underlying Figs. 2, 3, 6a-c, e, f, h-j, 7 as well as Supplementary Figs. 2, 3b, 4a-c, 8 and 10d-g, h-k are provided as a Source Data file.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences   ☐ Behavioural & social sciences   ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Four different cell types including apical cell, basal cell, embryo proper and suspensor were collected for RNA-seq. And three independent biological replicates have been performed for each cell type. The transcripts from the same cell type but different biological repeats are highly correlated ($r \geq 0.95$). Hence, there are twelve independent transcriptome data of early embryos, which are sufficient for subsequent analysis.
Data exclusions	No data were excluded from the analysis.
Replication	The transcriptome from three independent biological replicates are highly correlated ($r \geq 0.95$).
Randomization	Three independent biological replicates were allocated into experimental groups according to the cell type.
Blinding	Since three independent biological replicates for each cell type were already allocated into the same group, blinding was not relevant to our study.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☒	☐ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology
☒	☐ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

How the deposited data were processed for this re-analysis (not part of the article)

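RNA was measured in AC and BC of 1-cell embryos and in 32E and 32S of 32-cell embryos, with 3 libraries from independent samples in each of the 4 groups. According to the paper, cells were isolated by manual microdissection and their RNA was amplified by a SMART-seq protocol. The FPKM values were made by the authors before deposition, as fragments scaled to transcript length and library total, and the files give them for 32399 genes rounded to 2 decimals. The paper names Cutadapt, Bowtie 2 and RSEM for this step, while the notes of the submitters name TopHat2 2.1.1 with RSEM, so the aligner behind the files is not settled. No scaling between libraries is named, and library sums of FPKM were not equal.

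Samples were grouped by the cell type in their labels. The depth is that of the paper's Supplementary Table 1, since the files hold no counts. Intervals and detection limits that need counts are therefore not given, and the depth behind a value of 0 is not known.

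Genes were compared with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), in a single model of the 4 groups with a trended prior, over 17060 genes with FPKM above 1 in at least 3 libraries. The residual degrees of freedom were 8 and the prior degrees of freedom 3.24. A call required a Benjamini-Hochberg adjusted p under 0.01 and a log2 fold change of at least 1 in size. Both thresholds are the paper's numbers, which it applied with DESeq2. The comparisons were AC with BC, 32E with 32S, 32E with AC, 32S with BC, and the difference between the 2 lineage differences, which is also the difference between the 2 temporal changes and is called the interaction. Overlaps of calls were compared with chance by Fisher's exact test, 2-sided. This test takes genes as independent, which correlated genes are not. Correlations, clustering and principal components were computed with python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The clustering used average linkage of 1 minus Pearson's r over the tested genes. Gene positions and symbols came from TAIR10.1.

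Before the data were examined, the comparisons, thresholds, alternatives, 21 gene lists with 397 members and the rule for named genes were set. The lists cover mitosis, DNA replication, apical patterning, basal cell, suspensor and hypophysis, protoderm and cuticle, β-oxidation, vacuolar proton ATPase, programmed cell death, seed maturation, photosynthesis, aquaporins, type-A response regulators, gibberellin synthesis, DNA methylation, heat shock, wounding, touch and jasmonate, endosperm, seed coat, egg and synergid, housekeeping genes and the genes the paper names. Of the members, 3 were dropped because the reference pairs their identifier with another symbol. Named genes are the 10 called genes with the largest log2 fold change in each direction of the 4 main comparisons whose groups do not overlap, all genes the paper names, and up to 4 members of each list with the largest change, 185 in all. Levels of several of these had been seen in the paper's tables and figures. A pair of lists of ribosomal protein genes was added after the data were seen. Lists were tested with camera in limma, with a preset correlation of 0.01 and again with an estimated correlation, with p adjusted over 105 tests. Enrichment of lists among the maintained genes was tested against the other tested genes, over 34 tests.

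The procedure was tested on simulated data with 50 changed genes per size. At a log2 change of 2 it recovered 90% for AC with BC, 88% for 32E with 32S, 80% for 32E with AC, 80% for 32S with BC and 58% for the interaction, with at most 3 false calls among 16860 unchanged genes. In the data, 27.4% (32E with AC) to 52.8% (the interaction) of genes were called, a far larger share than was changed in the simulation. Recovery was not given apart for genes with low or absent values. The rates therefore cannot be carried over to such genes or to the real counts of calls.

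Alternatives set before the data were examined were pseudocounts of 0.1 and 5, no filter and a filter at FPKM 5, genes at 0 in any library left out, median-ratio scaling, scaling to TPM, a fold on mean FPKM, a model of only the 2 groups compared, the replicate number as a block, other correlation measures and leaving out each library in turn. Scaling without the 20 genes highest in 32S was added after the data were seen. The egg cell and zygote data that the paper also uses were not among the files, so comparisons with them were left out, as were tests of Gene Ontology terms, for which no annotation was at hand. Sets from supplementary tables that were at hand only in part were not tested.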

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

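The interaction was among the comparisons set before the data were examined, while the tests of explanations and of other splits below were chosen after the results were seen. The lineage difference changed between the stages, by limma's interaction, for 4609 genes toward 32E and for 4407 toward 32S. Of genes called at both stages, 559 were higher in AC and then in 32S, against 731 by chance, and 387 were higher in BC and then in 32E, against 744 by chance. These counts moved to 294 and 188 with a pseudocount of 5, and to 319 and 245 with genes at 0 in any library left out. Fewer calls in those settings lower the overlap by chance as well, so the chance counts above do not apply to them.

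Among 185 named genes 154 had an interaction call, and 13 were called in opposite directions at the 2 stages. Their interaction log2 fold changes in limma, positive when the difference moved toward 32E, were -6.89 for JAZ1, -10.89 for AT1G25530, -4.19 for ABF2, 6.10 for MUM4, -9.80 for SVB, -6.21 for ROS1, -9.42 for ABCG1, 8.64 for CML11, -2.79 for AT4G16150, 10.56 for AT4G29020, 2.75 for DEL2, -11.27 for STR16 and 12.72 for AT5G66800. For JAZ1, ABF2, CML11 and DEL2 the call at the 32-cell stage ended when single libraries were left out, for ABF2 and CML11 it also ended with a pseudocount of 0.1, and for DEL2 the call between AC and BC ended without AC replicate 3 or without BC replicate 3. Several of these genes are at 0 in all libraries of a group, where the fitted value depends on the pseudocount.

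Lists whose lineage difference changed between the stages, by camera in limma, moved toward 32E for EMB genes (adjusted p = 0.00166, and adjusted p = 0.0808 with an estimated correlation), apical patterning (adjusted p = 4.87e-07, and 0.0808 with an estimated correlation), DNA replication (adjusted p = 1.79e-06, and 0.181 with an estimated correlation), mitosis (adjusted p = 5.91e-06, and 0.282 with an estimated correlation) and ribosomal proteins (all genes with such a product, adjusted p = 6.59e-19, and 0.34 with an estimated correlation, and cytosolic genes alone, adjusted p = 7.92e-13, and 0.437 with an estimated correlation). They moved toward 32S for β-oxidation (adjusted p = 0.00023, and 0.128 with an estimated correlation), programmed cell death (adjusted p = 0.0464, and 0.282 with an estimated correlation) and the vacuolar proton ATPase (adjusted p = 0.0022, and 0.252 with an estimated correlation). The call for programmed cell death ended with a pseudocount of 0.1 (adjusted p = 0.0563) and with median-ratio scaling (adjusted p = 0.0508). The ribosomal protein lists were chosen after the data were seen.

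Other splits of the libraries were fitted for each count. For AC with BC the real split gave 6368 calls and the highest other split 1, for 32E with 32S 7907 and 1, for 32E with AC 4679 and 0, and for 32S with BC 8861 and 1, but 10 splits are too few for a share under 0.05. For the interaction, 9016 calls against 4277 in the highest other split, and for the maintained genes, 1844 against 263, only the real split among 100 reached the real count. Since all libraries clustered with their own group, other splits mix different groups, and this outcome was all but fixed beforehand. It therefore tests neither the interaction nor whether the maintained genes exceed the overlap that their calls give by chance.

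The mean FPKM of 32S correlated weakly with that of BC and the other groups. A few very high genes in 32S are a technical candidate explanation, but without the 20 highest the r of BC and 32S was 0.547, below the lowest r among AC, BC and 32E over the same genes (0.86), which argues against these genes as the whole cause. After these genes were taken out and libraries rescaled, 32S with BC had 1.87 times the calls of 32E with AC (1.89 as deposited, 1.91 with median-ratio scaling). A difference that reaches beyond the highest genes is consistent with these values, as a hypothesis found and tested on the same data.

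Of 63 tested cytosolic ribosomal protein genes, 54 were called lower in 32S than in BC, none was called higher and 9 were not called, with a median log2 fold change of -1.84 over the 63. FPKM taken up by a few genes would lift this median above -1 after rescaling without the 20 highest genes, but it was -1.80, and with median-ratio scaling it was -1.55, so neither scaling accounts for the whole difference. Of 15 housekeeping genes, 7 were also lower in 32S than in BC and 1 was higher, with a median log2 fold change of -0.812. Reads moved between paralogs would leave the sum over all ribosomal protein genes nearly equal, but the sum in 32S was 30.2% of that in BC. A lower transcript level in the suspensor may be the biological difference, as a hypothesis. RNA quality and amplification of short transcripts stay open and were not tested.

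PDF1, a protodermal gene, was present in 32S at 30.8% of its level in 32E. This share is one of group means, and the highest 32S library was at FPKM 1940.93. The PDF1 call between 32E and 32S ended when any of several single libraries was left out. Of 8 tested protoderm and cuticle genes, 4 were higher in 32E than in 32S and none was lower, and the median of the means over 9 listed genes was FPKM 73.0 in 32E and 4.63 in 32S. Cells of the embryo proper in the suspensor samples are a candidate explanation, and would bring apical patterning transcripts at a like share. Over 22 members of that list above FPKM 10 in 32E, the median 32S level was 3.13% of that in 32E, with 13 members under 10%, 7 at 0 and 5 at or above the share of PDF1. These values argue against an even mix of such cells as the source of most of the PDF1 signal, and a smaller share is not excluded. They cannot decide on protoderm cells alone, since the list covers apical patterning as a whole. Carry-over that differed between the 32S libraries was not tested. Expression of PDF1 in the suspensor itself stays open, as a hypothesis that was not tested.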

How the results depend on the processing

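No called result reversed its direction under any alternative run. Of values for comparisons, 370 stayed within their limits, 31 moved and 1 lost its call. Of values for lists and other sets, 663 stayed, 27 moved, 42 lost and 4 gained a call. For named genes, 9900 values stayed called or stayed without a call, 206 lost a call and 86 gained one, and of these 167 and 65 arose from leaving out 1 library, 35 and 12 from a pseudocount of 0.1 and 4 and 9 from median-ratio scaling. No filter, a filter at FPKM 5, TPM, median-ratio scaling, a fold on mean FPKM and a model of only the groups compared left the counts of the comparisons and of maintained genes within 1.5 times. Counts of EMB genes were run only with pseudocounts of 0.1 and 5, and those of TF genes only with 0.1. Counts of the other lists were run only with a pseudocount of 0.1 and median-ratio scaling. The fold on mean FPKM and the model of only the groups compared were not run for the interaction. Median-ratio scaling moved the median of all genes in 32S with BC to 0.138, and the share of higher calls from 48.7% to 56.7%, and from 47.7% to 55.1% for 32E with AC.

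With a pseudocount of 5, 2154 genes were higher in AC than in BC, 1330 higher in 32E than in AC, 1522 lower, 531 were ACL-maintained and 21 EMB genes were ACL-maintained, and the cause was not tested. With genes at 0 in any library left out, 11560 genes were tested, and 1732 were higher in AC, 1947 in BC, 2515 in 32S than in 32E, 851 in 32E and 1526 in AC between these 2, 2254 in 32S than in BC, 2613 had a negative interaction and 468 were ACL-maintained, with fewer genes tested as part of the cause. The EMB set lost its camera call between 32E and 32S with an estimated correlation (adjusted p = 0.0631 in limma).

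The lowest r between replicates was 0.9677 on log2(FPKM + 1) and 0.9024 without the 20 genes highest in 32S. Between groups, r on log2(FPKM + 1) was 0.9026 for AC and BC, 0.9214 for AC and 32E, 0.8183 for AC and 32S, 0.8812 for BC and 32E, 0.83 for BC and 32S and 0.8317 for 32E and 32S. Spearman's rho was 0.8998 for AC and 32E, 0.837 for AC and 32S, 0.8656 for BC and 32E, 0.8452 for BC and 32S and 0.8623 for 32E and 32S. Without the 20 genes, r was 0.927, 0.5021, 0.8599, 0.5469 and 0.4459 for these pairs. These values thus depend on the scale of the measure and on the 20 genes.

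Leaving out 1 library at a time gave 2879 to 3310 genes higher in AC than in BC and 2835 to 3242 in BC, 3825 to 4144 in 32E than in 32S and 3546 to 4075 in 32S, 1848 to 2386 in 32E than in AC and 2136 to 2528 in AC, 3964 to 4392 in 32S than in BC and 4337 to 4603 in BC, 4296 to 4728 positive and 3999 to 4552 negative interactions, and 817 to 892 ACL-maintained and 869 to 1026 BCL-maintained genes. The r between group means was 0.8915 to 0.8968 for AC and BC and 0.3221 to 0.3377 for BC and 32S. Residuals of libraries with the same replicate number correlated at a median of -0.009, against 0.004 for other pairs. They gave no sign of pairing by number, but cannot exclude that libraries of different groups came from shared embryos. With the replicate block, 3191 and 3074 genes were called for AC with BC, 4029 and 3796 for 32E with 32S, 2147 and 2398 for 32E with AC, 4282 and 4510 for 32S with BC, and 884 and 925 were maintained. Rescaling without the 20 highest 32S genes, added after the data were seen, gave 3189 and 3184, 3764 and 4212, 2077 and 2646, 4405 and 4438, and 824 and 1047. Without counts in the files, depth limits low values to an extent that cannot be given.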

Differences from the paper's values

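The paper gives 201 EMB genes that were mainly expressed in 32E without a difference between AC and BC, as a group from clustering for which it states no threshold, and 111 were called higher in 32E with no AC-BC call here. Of the alternatives set before the data were examined, pseudocounts of 0.1 (113 genes) and 5 (95 genes) also differed from the paper's value, and none run for this count came within 1.5 times of it.

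The paper's supplement lists 101 genes higher in AC with little expression at the 32-cell stage, of which 64 were called here, and 70 were among the genes tested. The thresholds have the paper's numbers, but the fold here is on log2(FPKM + 1), which makes it smaller at low FPKM. PLA2-ALPHA, at FPKM 9.55 in AC and 4.683 in BC, had a log2 fold change of 0.89 and no call. A pseudocount of 0.1 (65 genes) and median-ratio scaling (64 genes) were the alternatives run for this list, both chosen for it after the data were seen, and both differ from the paper's value.

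The paper states that AT2G24310 is an ACL-maintained gene, and here its difference between AC and BC was not called (log2 fold change 1.32, adjusted p = 0.0327 in limma), although it was called without BC replicate 2 or without 32S replicate 2, and its difference between 32E and 32S was called. The paper counts ACL7 among the ACL-maintained genes, and here it was not called between AC and BC (adjusted p = 0.0286), but was called without AC replicate 3. BCL8 is BCL-maintained in the paper and was not called between AC and BC here (adjusted p = 0.131 in limma), but was called with a pseudocount of 0.1. Apart from ACL7 and BCL8, the other 18 of the paper's 20 ACL and BCL genes were called the paper's way at both stages.

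In Fig. 2h the paper gives peptide metabolism among the processes of genes higher in 32S than in BC, and of 63 tested cytosolic ribosomal protein genes, a list chosen after the data were seen, 0 rose and 54 fell. The 2 sets are not the same, and Gene Ontology terms were not tested.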

Other observations

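Genes of proliferation and of the ribosome were lower in the suspensor, as were 7 of 15 housekeeping genes from BC to 32S (1 was higher). From BC to 32S, 26 of 28 mitosis genes fell and none rose (27 fell when adjusted over the list alone, camera adjusted p = 4.89e-09 in limma, and adjusted p = 0.181 with an estimated correlation), and 16 of 26 DNA replication genes fell and 1 rose, the same when adjusted over the list alone (camera adjusted p = 0.000486, and adjusted p = 0.295 with an estimated correlation). CYCB1;3, a mitotic cyclin gene, was at FPKM 29.0 ± 27.0 (SD, n = 3 libraries) in BC and listed at 0 in 32S. Of 63 tested genes of cytosolic ribosomal proteins, a list chosen after the data were seen, 54 fell from BC to 32S and none rose, and 56 were higher in 32E than in 32S and 1 was lower (camera adjusted p = 2.35e-16, and adjusted p = 0.365 with an estimated correlation). Summed FPKM of 384 genes with a ribosomal protein product was 179292 in AC, 163043 in BC, 250777 in 32E and 49300.4 in 32S.

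Of 8 heat shock genes, 7 rose from BC to 32S and none fell, the same when adjusted over the list alone (camera adjusted p = 0.0377 in limma, and adjusted p = 0.666 with an estimated correlation), and HSP22.0 went from 57.8 ± 26.1 (SD, n = 3) to 1038 ± 381. Of 11 genes of DNA methylation and demethylation, 5 were higher in AC than in BC and none lower, the same when adjusted over the list alone (camera adjusted p = 0.005 in limma, and adjusted p = 0.181 with an estimated correlation). DRM1, a de novo methyltransferase gene, was at 44.8 ± 4.37 in AC and 2.17 ± 0.151 in BC. ROS1, a demethylase gene, was also among the 5. Of 17 tested photosynthesis genes, 10 rose from BC to 32S and none fell, but the set did not pass camera (adjusted p = 0.0788, and adjusted p = 0.773 with an estimated correlation), and 5 were among the BCL-maintained genes (Fisher's exact test, adjusted p = 0.0193). Fisher's test takes genes as independent, while the estimated correlation between these photosynthesis genes was 0.572. Of 13 wounding, touch and jasmonate genes, 6 rose from BC to 32S and 1 fell, 3 were higher in AC than in BC and none lower, and none was called between AC and 32E. Of 8 tested aquaporin genes, 5 were higher in 32E than in 32S and none lower, and PIP1;3 was at 342 ± 40.3 in 32E and 0.703 ± 0.955 in 32S. Of 7 type-A response regulators, which are cytokinin-induced, 4 rose from BC to 32S and 1 fell, with ARR3 going from 2.47 ± 2.15 to 373 ± 118. Of 4 gibberellin synthesis genes 1 rose and 1 fell from BC to 32S, and of 6 seed maturation genes 3 rose and 2 fell, among them L1L, a CCAAT-binding factor gene, from 7.44 ± 0.522 to 702 ± 100.0. The counts for these 6 lists were the same when adjusted over the list alone. In this order the lists held 24, 16, 19, 10, 10 and 17 genes, and members that did not pass the filter were not tested.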
